# Positionally distinct interferon-stimulated dermal immune-acting fibroblasts promote neutrophil recruitment in Sweet syndrome

**DOI:** 10.1016/j.jaci.2025.05.029

**Published:** 2025-06-16

**Authors:** Kellen J. Cavagnero, Julie Albright, Fengwu Li, Edward Liu, Tatsuya Dokoshi, Rachael Bogle, Joseph Kirma, J. Michelle Kahlenberg, Allison C. Billi, Jennifer Fox, May P. Chan, Anthony Coon, Craig J. Dobry, Brian Hinds, Lam C. Tsoi, Paul W. Harms, Johann E. Gudjonsson, Richard L. Gallo

**Keywords:** Neutrophilic dermatoses, Sweet syndrome, inflammation, fibroblast, interferon, neutrophil

## Abstract

**Background:**

Sweet syndrome is an inflammatory skin disease characterized by robust neutrophil infiltration into the dermis. The pathogenesis of Sweet syndrome and its distinguishing features compared to other neutrophilic dermatoses, such as pyoderma gangrenosum, remain poorly understood.

**Objective:**

Our aim was to define the cellular and molecular landscape of the skin of patients with Sweet syndrome.

**Methods:**

Single-nucleus and bulk transcriptomics were performed on archival clinical skin samples from patients with Sweet syndrome, patients with pyoderma gangrenosum, and healthy controls. For mechanistic validation, functional experiments were performed with primary human cells. Spatial transcriptomics with single-molecule resolution was used to map cell types to tissue location.

**Results:**

A prominent interferon signature was identified in Sweet syndrome skin that was reduced in tissue samples from patients with pyoderma gangrenosum and healthy controls. This signature was observed in different subsets of cells, including fibroblasts that expressed interferon-induced genes. Functionally, this response was supported by analysis of cultured dermal fibroblasts that were observed to highly express neutrophil chemokines in response to activation by type I interferon. Furthermore, spatial transcriptomics revealed 2 positionally distinct interferon-activated fibroblast subsets: CXCL1-positive fibroblasts near neutrophil infiltrates and CXCL12-positive fibroblasts distal to these infiltrates.

**Conclusion:**

This study defines the cellular and molecular landscape of neutrophilic dermatoses and implicates dermal immune-acting fibroblasts in Sweet syndrome pathogenesis through type I interferon recognition and neutrophil recruitment.

## Capsule summary

Single-nucleus, spatial, and bulk transcriptomics of neutrophilic dermatoses and healthy control skin identify a strong interferon-induced neutrophil chemokine response in Sweet syndrome dermal fibroblasts, implicating interferon and immune-acting fibroblasts specifically in Sweet syndrome pathogenesis.

Sweet syndrome (SS) is an uncommon inflammatory skin disease characterized by painful red nodules or plaques with dense neutrophil infiltrate on the face, neck, or arms.^1^ Therefore, SS belongs to the class of neutrophilic dermatoses that also includes pyoderma gangrenosum (PG), pustular psoriasis, and Behçet disease. Although SS is often idiopathic, it can be drug induced and has been associated with various immune-related conditions such as cancer, infection, inflammatory diseases, vaccination, and pregnancy. The etiology of SS remains largely unknown but is thought to involve aberrant neutrophils^2^; genetic factors^2^; and proinflammatory cytokines such as IL-1, TNF-α, and IL-6.^1–3^ Although systemic steroids effectively treat many patients with SS, there is a pressing need for novel therapeutic approaches to address steroid resistance and minimize side effects.

Recent technologic advancements have enabled detailed transcriptomic analysis of fresh and formalin-fixed, paraffin-embedded (FFPE) tissue samples, providing an opportunity to comprehensively characterize gene expression at the single-cell and spatial levels during disease.^4^ Such analysis has advanced understanding of the pathophysiology of many diseases ranging from atopic dermatitis^5^ to inflammatory bowel disease^6^ and Alzheimer disease.^7^ Because of the difficulty of obtaining fresh tissue from patients with SS, a detailed characterization of gene expression in patients with SS has not been reported.

Here, we define the cellular and molecular landscape of skin from patients with SS, patients with PG, and healthy controls (HCs) using cutting-edge single-nucleus RNA sequencing (snRNA-Seq), bulk RNA sequencing (RNA-Seq), and subcellular resolution spatial transcriptomics approaches. Integrated analysis identified a prominent and unique type I interferon signature in patients with SS in various subsets of cells, including fibroblasts. Functional experiments with primary human dermal fibroblasts demonstrated that type I interferon activates these cells to highly express inflammatory mediators relevant to SS, including neutrophil chemokines. Overall, this study reveals a hitherto unknown role for type I interferon, through activation of immune-acting fibroblasts (IAFs), to promote neutrophil inflammation in SS.

## METHODS

Sex was not considered as a biologic variable. Biopsy samples were obtained in a deidentified manner from diagnostic cases and therefore lack associated clinical data, including sex. Whether the findings reported depend on sex is unknown.

### snRNA-Seq

FFPE skin biopsy samples were obtained from patients with SS (n = 6), patients with PG (n = 6), and HCs (n = 5). Libraries were generated using the 10X Genomics Flex FFPE protocol (10X Genomics, Pleasanton, Calif) and subjected to 28 × 91 bp of sequencing according to the manufacturer’s protocol (Illumina NovaSeq [Illumina, San Diego, Calif]). Library preparation and next-generation sequencing were carried out in the Advanced Genomics Core at the University of Michigan. CellRanger with default parameters was used to perform alignment to the hg38 reference genome and gene counting. Data were filtered, processed, and analyzed using Seurat.^8,9^ All functions described here are Seurat functions unless stated otherwise. Filtering data involved removing low-quality cells, removing ambient RNA with SoupX with setContaminationFraction = 0.2,^10^ and removing doublets using DoubletFinder with the default settings.^11^ Data were normalized and integrated using Normalize-Data and IntegrateData with default parameters. Clusters were identified using FindNeighbors with 50 principal components and FindClusters with a range of resolutions. For each resolution, nonlinear dimensionality reduction and visualization was performed with 50 principal components, and marker genes for each cluster were determined using FindAllMarkers with min. pct = 0.25. The resolution yielding clusters with the most distinct marker genes was chosen for further analysis. For cell subpopulation analysis, data were analyzed by subset based on cell type annotation, contaminating cells were removed, and the aforesaid analysis was repeated. Pathway analysis was performed with Metascape.^12^ Signature scores were generated using AddModule-Score with all significantly upregulated genes (adjusted *P* value < .05) from *in vitro* bulk RNA-Seq.

### Spatial transcriptomics

FFPE skin biopsy samples were obtained from patients with SS (n = 5) and HCs (n = 2). Subcellular resolution spatial transcriptomics was performed using the NanoString CosMx SMI platform with the predefined human 1000 gene panel as previously described.^13^ 4′,6-Diamino-2-phenylindole staining and immuno-fluorescent staining of pan-cytokeratin, CD298/B2M, CD45, and smooth muscle actin facilitated cell segmentation with machine learning algorithm Cellpose.^14^ Counts were assigned to individual cells based on cell segmentation borders. Cells with fewer than 20 counts or with area more than 5 times the average cell area were removed. Data were normalized to total counts per cell and square root transformed. Uniform Manifold Approximation and Projection (UMAP) dimensionality reduction was then performed using all genes. Unsupervised Leiden clustering was run with 50 principal components and a resolution of 0.4. The following analysis was performed using Seurat^8,9^ unless otherwise noted. Differential expression using FindAllMarkers with min.pct = 0.25 was used to identify cluster markers genes. Clusters were annotated manually based on known marker genes. For niche analysis, the cellular composition within a 50-μm radius of each cell was determined and clustered into 7 niches using MClust.^15^ Differential expression between fibroblasts based on niche or distance to neutrophils was performed using FindMarkers with min.pct = 0.25.

### Cell culture

Healthy human dermal fibroblasts were isolated from 2 × 4-mm skin punches by mechanical digestion with scissors and enzymatic digestion with 0.2% collagenase for 30 minutes at 37°C. Cells were grown in a humidified incubator at 5% CO_2_ and 37°C under sterile conditions and used at passage 3. Cells were grown in RPMI medium supplemented with L-glutamine, 10% FBS, and antibiotic-antimycotic (Thermo Fisher Scientific [Waltham, Mass]; catalog no. 15240062). Cells at 80% confluency were stimulated with recombinant cytokines including rhIFNa2 (R&D Systems [Minneapolis, Minn]; catalog no. 11100-1; dose 5 ng/mL), rhTNF-α (R&D Systems; catalog no. 210-TA-005; dose 10 ng/mL), or rhIFN-γ (R&D Systems; catalog no. 285-IF-100; dose 5 ng/mL). After 6 hours of stimulation, cells were lysed with RNA lysis buffer (Qiagen [Hilden, Germany]; catalog no. 74104).

### RNA isolation protocol

For bulk RNA-Seq and quantitative PCR (qPCR) of FFPE tissue, RNA was isolated from FFPE tissue using the RNeasy DSP FFPE Kit (Qiagen; catalog no. 73604). For bulk RNA-Seq and qPCR of cultured fibroblasts, RNA was isolated from cell lysates using the RNeasy kit (Qiagen; catalog no. 74104).

### ELISA

Cultured fibroblasts were stimulated with IFNa2 (5 ng/mL, Peprotech [Cranberry, NJ]; catalog no. 300-02AA) or vehicle control. After 72 hours, cell supernatant was used to measure IL-8/CXCL8 secretion by ELISA according to the manufacturer’s protocol (R&D Systems; catalog no. DY208).

### Bulk RNA-Seq

Libraries were generated using a QuantSeq 3′ mRNA-Seq Library Prep Kit (Lexogen) and sequenced using a NovaSeq (Illumina). After adaptor trimming, reads were mapped to the hg38 reference genome using STAR, count matrices were generated using HTSeq, and differential expression analysis was performed using DESeq2. Volcano plots and heatmaps were generated using EnhancedVolcano and pheatmap. Pathway analysis was performed with Metascape.^12^ Machine learning cell type deconvolution was performed using CIBERSTORTx^16^ with the following settings: S-mode batch correction, 100 permutations, quantile normalization disabled, and relative mode. snRNA-Seq data were downsampled to 5000 cells (250 cells per cluster) and used as the reference data set.

### Quantitative RT-PCR

RNA was converted to cDNA using a High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific; catalog no. 4368814). qPCR was performed using a QuantStudio Real-Time PCR system (Thermo Fisher Scientific) with TaqMan Universal PCR Master Mix (Thermo Fisher Scientific; catalog no. 4304437). Housekeeping gene *RPLP0* was used to normalize expression. The TaqMan primers included *RPLP0* (Thermo Fisher Scientific; catalog no. Hs004200895_gh), *CXCL1* (Thermo Fisher Scientific; catalog no. Hs00236937_m1), *CXCL2* (Thermo Fisher Scientific; catalog no. Hs00234140_m1), *CXCL3* (Thermo Fisher Scientific; catalog no. Hs00171061_m1), *CXCL5* (Thermo Fisher Scientific; catalog no. Hs00982282_m1), *CXCL6* (Thermo Fisher Scientific; catalog no. Hs00237017_m1), and *CXCL8* (Thermo Fisher Scientific; catalog no. Hs00174103_m1).

### Immunofluorescence

Antigen retrieval of FFPE sections was performed using Target Retrieval Solution (Dako [Santa Clara, Calif]; catalog no. S2369) as per manufacturer recommendations. Sections were blocked with serum from secondary antibody host and stained with primary antibodies overnight at 4°C and secondary antibodies for 1 hour at room temperature; nuclei were counterstained with 4′,6-diamino-2-phenylindole. Epifluorescence images were taken using an EVOS5000. Brightness and contrast were adjusted slightly using ImageJ or Nikon elements software and applied equally across samples. The primary antibodies used were CXCL1 (Thermo Fisher Scientific; catalog no. PA586508, 1:100) and CXCL12 (Thermo Fisher Scientific; catalog no. 14-7992-81, 1:1000); the secondary antibody was Cy3 Donkey anti-Rabbit IgG (BioLegend [San Diego, Calif]; catalog no. 406402, 1:500). Quantification was performed using the plot profile function in ImageJ.

### Statistical analysis

snRNA-Seq and spatial transcriptomics differential expression analysis were performed using Seurat. Bulk RNA-Seq differential expression analysis was performed using DESeq2. Transcriptomics *P* values were adjusted for multiple hypothesis testing, with adjusted *P* values less than .05 considered statistically significant. qPCR statistical significance was calculated using GraphPad Prism (GraphPad Software, San Diego, Calif) (with *P < .05; **P < .01; ***P < .001; and ****P < .0001).

### Study approval

Human skin biopsy samples for spatial transcriptomics, hematoxylin and eosin staining, and immunofluorescence were collected from the University of California San Diego Dermatology Clinic. Sample acquisitions were approved and regulated by the University of California San Diego institutional review board (approval no. 140144). Acquisition of human skin samples for snRNA-Seq, bulk RNA-Seq, and *in vitro* fibroblast studies was approved by University of Michigan institutional review board. Written informed consent was obtained from all subjects.

### Data availability

The genomic data presented here are available in the National Center for Biotechnology Information Gene Expression Omnibus database under reference series GSE299256 (available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc5GSE299256).

## RESULTS

### Activation by interferon is a prominent feature of several SS skin cell subsets, including fibroblasts

To understand the cellular landscape of SS, we performed single-nucleus transcriptomics using the 10X Genomics Flex platform on archived clinical FFPE lesional skin biopsy samples from patients with SS (n = 6). Analysis was also performed on skin from patients with another neutrophilic dermatosis, namely, early-stage PG (n = 6), as well as on skin from HCs (n = 5), to identify potentially unique gene signatures within SS (Fig 1, A). In total, we recovered 70,534 nuclei, with an average of 1,088 genes and 1,706 unique transcripts detected per nucleus (see Fig E1, A in the Online Repository at www.jacionline.org). Quality control pseudobulk principal component analysis confirmed that the neutrophilic dermatoses samples were transcriptionally distinct from HC samples (see Fig 1, B in the Online Repository at www.jacionline.org).

Recovered nuclei were annotated using known marker genes following dimensionality reduction and unsupervised clustering (Fig 1, B), revealing 15 major cell types (Fig 1, C): fibroblasts (*COL1A1, COL1A2*, and *DCN*), lymphoid cells (*TRAC, TRBC2*, and *ZAP70*), keratinocytes (*KRT14, KRT16*, and *KRT1*), myeloid cells (*ITGAX, CD163*, and *LYZ*), vascular endothelial cells (*EGFL7, VWF*, and *CDH5*), plasma cells (*IGKC, IGHG1*, and *IGLC2*), proliferating cells (*HIST1H1B, HJURP*, and *HELLS*), mural cells (comprising pericytes and smooth muscle cells; *ITGA7, MYH11*, and *ACTA2*), dendritic cells (DCs) (*CCL22, CD83*, and *LAMP3*), eccrine cells (*DCD, SCGB2A2*, and *SLC12A2*), mast cells (*TPSAB1, HDC*, and *CTSG*), lymphatic endothelial cells (*CCL21, FLT4*, and *PROX1*), melanocytes (*DCT, TYRP1*, and *PMEL*), plasmacytoid DCs (pDCs) (*NIBAN3, CLEC4C*, and *IRF8*), and adipocytes (*PLIN1, FABP4*, and *PLIN4*). Proliferating cells included lymphoid cells, fibroblasts, keratinocytes, and myeloid cells (see Fig E1, C and D). Myeloid cells (quiescent and proliferating), proliferating fibroblasts, lymphoid cells, DCs, and pDCs were enriched in neutrophilic dermatoses lesions versus HC skin (Fig 1, D and see Fig E1, E).

To understand which cell types may drive skin inflammation in SS, we determined the extent of transcriptional response of each cell type by performing differential expression analysis between HC skin and SS skin (Fig 2, A). Pseudobulk data were used to control for cell number. This analysis revealed that fibroblasts were the most transcriptionally activated cell type in SS, followed by myeloid cells and then keratinocytes.

Dimensionality reduction and unsupervised clustering of fibroblasts identified 7 transcriptionally distinct fibroblast subsets (referred to as FB1-FB7) (Fig 2, B and C). FB3 was enriched in both neutrophilic dermatoses versus HC skin, and it was marked by expression of neutrophil chemokines and proinflammatory cytokines (*CXCL5* and *IL6*) (Fig 2, D). FB4 and FB5 were expanded in PG skin and highly expressed markers for myofibroblasts (*COL1A1* and *COL1A11*) and papillary fibroblasts (*APCDD1*), respectively. FB6, which was marked by interferon-induced genes (*IFI44, IFI6, IFI44L*, and *IFIT1*), was found almost exclusively in SS skin. FB1 highly expressed the universal fibroblast gene *PI16*^17^ and was decreased in frequency in both disease conditions, hinting that this subset may serve as a progenitor for neutrophilic dermatosis–associated fibroblast subsets. Pathway analysis suggested that FB3 and FB6 are regulated by interferon response factor 1 (IRF1); therefore, these subsets may both be induced by interferon (Fig 2, E).

Compared with other cell lineages, fibroblasts in SS skin and PG skin were a dominant source of neutrophil chemokines that bind CXCR2 (*CXCL1, CXCL2, CXCL3, CXCL5, CXCL6*, and *CXCL8*) and CXCR4 (*CXCL12*) (Fig 2, F). Taken together, these results demonstrate that SS is associated with a prominent interferon signature and suggest that fibroblast recognition of interferon may drive neutrophil recruitment in SS.

Next, lymphoid, myeloid, and keratinocyte subsets were interrogated to understand whether other cell types respond to interferon in SS (see Fig E2, A–C in the Online Repository at www.jacionline.org). A total of 9 transcriptionally distinct lymphocyte subpopulations (referred to as LYM1-LYM9) were identified by dimensionality reduction and unsupervised clustering of the initial lymphoid and plasma cell clusters (see Fig E2, A). The levels of regulatory T cells LYM6 (*FOXP3*) and interferon-activated lymphocytes LYM8 (*MX1, OAS3*, and *IFI44L*) were elevated in patients with SS compared with HCs and patients with PG (see Fig E2, D). The latter was found almost exclusively in patients with SS. B cells and plasma cells LYM2 (*IGLC3, IGHG2*, and *IGKC*) and LYM9 (*IGHM* and *IGLC1*), tissue-resident memory T cells LYM5 (*CD69*), and stem-like CD4 T cells LYM1 (*IL7R* and *TCF7*) were enriched in patients with PG versus patients with SS and HCs. The levels of CD8^+^ T cells LYM4 (*CD8A*) and natural killer cells LYM7 (*KLRD1*) were decreased in frequency in patients with PG versus HCs and patients with SS.

We next investigated keratinocyte subsets. Using dimensionality reduction and unsupervised clustering, we found 10 transcriptionally discrete clusters (referred to as KC1-KC10) (see Fig E2, B). The frequencies of basal keratinocytes (KC1 [*KRT15*]) and suprabasal keratinocytes (KC3 [*KRT1* and *KRT10*]) were decreased in both neutrophilic dermatoses, whereas the frequencies of stratum granulosum keratinocytes (KC2 [*KLK13*)]) and interferon-activated keratinocytes (KC8 [*IRF1, WARS*, and *CXCL10*]) were increased in patients with SS and PG (see Fig E2, F). No major differences were observed between the keratinocytes in patients with SS and those with PG.

Dimensionality reduction and unsupervised clustering of the initial myeloid, pDC, DC, and mast cell clusters resolved 10 transcriptionally distinct myeloid cell clusters (referred to as MY1-MY10) (see Fig E2, C). MY4 mast cells (*GATA2, HDC*, and *TPSAB1*) were enriched in HC skin, whereas the MY6 DCs (*CCR7* and *CCL22*), MY7 pDCs (*GZMB*), and TREM2 macrophages MY5 (*SPP1*) were enriched in both neutrophilic dermatoses (see Fig E2, F). Interferon-activated myeloid cells MY1 (*CXCL10, GBP5*, and *CD300E*) were abundant in patients with SS but not in those with PG or in HCs. We were unable to confidently annotate a bona fide neutrophil cluster. Pathway analysis indicated that LYM8, KC8, and MY1 may be regulated by IRF1 and/or STAT1, confirming the identity of these subsets as interferon-activated (see Fig E2, G–I). Thus, interferon-activated subsets were expanded in all major cell lineages in SS skin.

We next determined the interferon signature in individual patients with SS. Each SS patient sample possessed a unique composition of interferon-activated cell types (see Fig E3, A–E in the Online Repository at www.jacionline.org). Interferon-activated myeloid cells were observed in all patients with SS to a varying degree, whereas interferon-activated fibroblasts, lymphocytes, and keratinocytes were identified in a subset of patients. These results demonstrate that the prominent interferon signature is a conserved feature of SS, although the cell type on which interferon acts is patient dependent.

To validate our snRNA-Seq findings, we next performed bulk RNA-Seq on a large independent cohort of samples of SS (n = 45), PG (n = 58), and HC skin (n = 10) (Fig 3, A). 

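Each library came from the formalin-fixed skin of 1 person: 45 with SS, 58 with PG and 10 HCs. The kit reads the 3′ end of each mRNA, so the number of reads does not grow with the length of the transcript. The authors trimmed adaptors, mapped the reads to the hg38 genome with STAR, counted them on genes with HTSeq and deposited whole-number counts per gene without normalization. The table lists 28287 genes by symbol, and 23729 of them had at least 1 count in some library. The total per library ranged from 302715 to 3709973 counts in HC (median 1970279), from 196181 to 5336287 in PG (median 1795083.5) and from 206615 to 3654829 in SS (median 1809682). A median of 16556 genes per library had a count. The libraries belong to 2 series by the form of their names. The first series holds 5 HC, 41 PG and 30 SS libraries with a median total of 2038164.5 counts, and the second series 5, 17 and 15 with a median of 1130246. Values within each series are given beside a part of the pooled ones. For 24.4% of the 18791 genes with a count in at least 20 libraries, at least 90% of the counts above 0 were multiples of a whole number above 1, called the common factor of the gene here. The totals are therefore sums of deposited counts and may exceed the number of reads. The paper's text names neither the annotation, the use of strand nor the treatment of reads with several mapping positions, and a part of the genes that overlap another gene on either strand are named as such. Counts were normalized with edgeR's TMM method, and genes were kept when they reached 5.52 CPM, which is 10 counts at the median total, in at least 10 libraries. The 3 groups were compared over the 14536 genes kept, with edgeR's quasi-likelihood test in 1 fit of all libraries without covariates, and p values were adjusted by the Benjamini-Hochberg method. A gene was called when its adjusted p was under 0.05. Group values are the mean CPM ± SD over libraries, and fold changes are log2 values with their standard error (SE). A count of 0 allows up to 3 counts, which correspond to a mean of 3.30 CPM over the HC libraries, or to that value times the common factor for a gene that has one. Such limits cover counting error only.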

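Fig 3, B shows 1 marker gene for each of 15 cell types, and all 15 passed the filter on low counts. Of these, 10 were called in SS versus HC (5 higher and 5 lower), and in PG versus HC 11 (6 higher and 5 lower). The counts adjusted over the list alone were the same, 10 and 11. The DC marker CD83 averaged 11.3 ± 5.73 CPM (SD, n = 10) in HC, 136.7 ± 185 (n = 58) in PG and 118.9 ± 106 (n = 45) in SS. Its log2 fold change was 3.52 in PG (SE 0.61, adjusted p = 5.8e-07) and 3.31 in SS (SE 0.61, adjusted p = 3.0e-06) by edgeR's quasi-likelihood test. The log2 fold change of the myeloid marker ITGAX was 4.601 in PG and 4.36 in SS, and that of the proliferation marker HELLS 1.75 and 1.77. For the lymphoid marker ZAP70, whose counts have a common factor of 2, it was 2.15 in PG (adjusted p = 7.3e-04) and 1.56 in SS (adjusted p = 0.0159). The pDC marker IRF8 rose by 1.03 in PG (adjusted p = 0.0142) and by 0.93 in SS (adjusted p = 0.0339). In SS versus HC, IRF8 did not pass the threshold in the first library series alone (adjusted p = 0.0879) or in the second (adjusted p = 0.205) by edgeR. Over all 23 alternatives, the call of IRF8 in SS held in 12. The plasma cell marker IGLL5 overlaps the immunoglobulin segments IGLJ1 and IGLC1 on its own strand, and its counts have a common factor of 2. It averaged 16.6 ± 25.5 CPM in HC, 591 ± 1036 in PG and 56.4 ± 146 in SS. IGLL5 was called in PG versus HC (log2 fold change 5.08, SE 1.42, adjusted p = 0.00148) but not in SS versus HC (1.73, SE 1.17, adjusted p = 0.219). Of the changes in these 15 markers, this last moved most between settings, from 3.39 in the first library series to -0.28 in the second. With 1 HC library left out, IGLL5 ranged from 4.90 to 6.02 in PG and from 1.56 to 2.69 in SS. Lower in both diseases were the adipocyte marker PLIN4 (-1.84 in PG and -2.002 in SS), the eccrine marker SLC12A2 (-1.89 and -1.09), the mast cell marker TPSAB1 (-1.40 and -1.94), the melanocyte marker TYRP1 (-1.87 and -1.81) and the mural marker ACTA2 (-0.75 and -0.80). The fibroblast marker COL1A1 was not called (0.59 in PG, adjusted p = 0.126, and -0.47 in SS, adjusted p = 0.206). The keratinocyte marker KRT14, the lymphatic marker FLT4 and the vascular marker EGFL7 were not called in either disease, with log2 fold changes between -0.54 and 0.41. CD83, FLT4 and EGFL7 had 0 counts in the HC library with the lowest total. Within the library series, 6 of the 11 calls in PG and 5 of the 10 in SS passed in both. PLIN4, TPSAB1, ACTA2, ZAP70 and IRF8 missed the threshold in at least 1 series in each disease. ACTA2 in PG missed it in both (adjusted p = 0.147 and 0.149), and its call held in 14 of 23 alternatives. On the other strand, ACTA2 overlaps STAMBPL1, ACTA2-AS1 and FAS, PLIN4 overlaps HDGFL2 and TYRP1 overlaps LURAP1L-AS1, and on the same strand SLC12A2 overlaps POGLUT2P1 and EGFL7 overlaps MIR126. Other markers of these cell types in Fig 1, C, did not all follow: DCN was called lower (-0.74 in PG and -1.003 in SS), KRT1 lower (-2.19 and -1.78) and KRT16 higher (4.71 and 4.65), while FABP4 was not called in either disease (adjusted p = 0.447 and 0.485) and HDC, which overlaps RN7SL494P, not in SS (adjusted p = 0.819). In SS versus PG, 3 of the 15 markers were called: SLC12A2 was higher in SS (0.80), and COL1A1 (-1.06) and IGLL5 (-3.35) were lower. COL1A1 and IGLL5 passed in both series, and SLC12A2 in the first (0.97) but not in the second (0.37, adjusted p = 0.455 by edgeR).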

Cell type deconvolution using unique cell type marker genes confirmed that the numbers of DCs, lymphoid cells, myeloid cells, pDCs, plasma cells, and proliferating cells are increased in neutrophilic dermatoses versus healthy skin (Fig 3, B). A more granular machine learning–based deconvolution analysis was performed with CIBERSORTx^16^ to quantify the frequency of fibroblast subsets. This analysis indicated that interferon-activated FB6 was significantly elevated in SS compared with PG skin and HC skin, with the frequency of FB6 in SS skin elevated above the average FB6 frequency in PG skin in 26 of 45 patients (Fig 3, C). Additionally, progenitor FB1 was enriched in HCs, immune-acting FB3 was increased in skin from patients with both neutrophilic dermatoses, and myofibroblast FB4 and papillary FB5 were elevated in PG. These results confirm snRNA-Seq findings and demonstrate that interferon-activated fibroblasts are found in a large subset of patients with SS.

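CIBERSORTx takes a downsampled snRNA-Seq reference that was not used here, so FB6 was followed through its 4 marker genes in Fig 2, C. The FB6 marker score of a library was the mean of the TMM-normalized log2 CPM (prior count 2) of IFI44, IFI6, IFI44L and IFIT1. It measures expression in the whole skin sample and not a cell frequency. The score averaged 4.86 ± 0.81 (SD, n = 10) in HC, 5.98 ± 1.07 (n = 58) in PG and 6.81 ± 1.75 (n = 45) in SS. SS exceeded PG by 0.83 (95% bootstrap interval 0.23 to 1.38), with p = 0.00394 in a two-sided permutation test of 100000 resamples and 0.00492 after Benjamini-Hochberg adjustment over the 15 comparisons of fibroblast subset scores. Within the first library series the difference was 0.57 (permutation p = 0.0880), and within the second 1.33 (permutation p = 0.0162). The difference did not change between the series beyond the spread of permuted labels (permutation p of the interaction = 0.232). The largest change among the alternatives came from subtracting the mean of the fibroblast markers COL1A1, COL1A2 and DCN, which gave 1.67. The difference fell to 0.42 (permutation p = 0.128) when the 15 libraries with less than 25% of the median total were left out. Against HC, the score was higher by 1.95 in SS (adjusted p = 0.00186) and by 1.12 in PG (adjusted p = 0.00312) in the same test. These differences were 1.74 and 1.17 in the first series and 2.40 and 1.07 in the second. The score lay above the PG mean in 31 of 45 SS libraries, and in 31 of the 58 PG libraries themselves. With the summed markers on the linear CPM scale, 26 of 45 SS libraries and 24 of 58 PG libraries lay above the PG mean. 

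**Figure D1:**
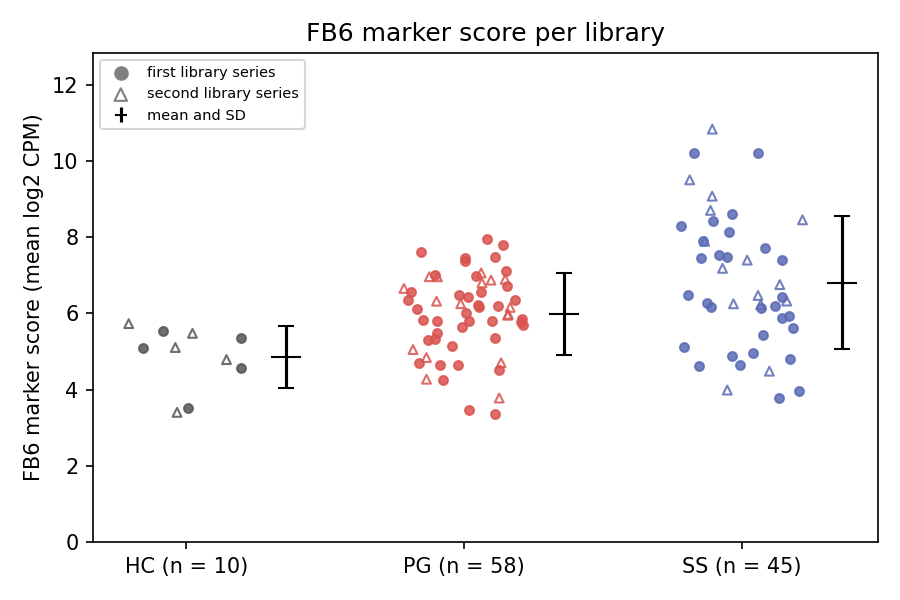
FB6 marker score (mean log2 CPM of IFI44, IFI6, IFI44L and IFIT1, vertical axis) in each HC, PG and SS library, with the library series as the symbol and the mean ± SD of each group beside its points. The SS libraries spread from 3.77 to 10.84 and the PG libraries from 3.36 to 7.96.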

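The same kind of score was taken from the 4 marker genes of FB1, FB4 and FB5 in Fig 2, C. In FB1 these were PI16, GSN, TNXB and CFD, of which TNXB did not pass the filter on low counts, and the counts of PI16 and CFD have a common factor of 2 and those of GSN of 36. On the other strand, CFD overlaps MED16, GSN overlaps RAB14 and GSN-AS1, and TNXB overlaps CYP21A2, while it overlaps ATF6B and RNA5SP206 on the same strand. The FB1 score averaged 7.11 ± 0.66 (SD, n = 10) in HC, 4.15 ± 0.88 (n = 58) in PG and 5.23 ± 0.85 (n = 45) in SS. Its difference from HC was -2.96 in PG and -1.88 in SS, and SS exceeded PG by 1.08, each with an adjusted p of 2.5e-05, the smallest that these permutations gave after adjustment. For FB4, the markers were COL1A1, COL11A1, POSTN and ASPN, the last within CENPP on the other strand. The FB4 score exceeded HC by 1.04 in PG (adjusted p = 0.0271, permutation test), with 0.85 in the first series (exact permutation p = 0.186) and 1.49 in the second (exact permutation p = 0.0282). SS differed from HC in FB4 by -0.55 (adjusted p = 0.159) and from PG by -1.59 (adjusted p = 2.5e-05). The sign of the SS versus HC difference in FB4 changed to 0.30 once the mean of the general fibroblast markers, COL1A1 among them, was subtracted. For FB5 (SLC5A3, APCDD1, AHRR and NKD2), both diseases were below HC, PG by a difference of -0.65 (adjusted p = 9.7e-04) and SS by -0.80 (adjusted p = 5.6e-05). The PG difference in FB5 was -0.69 in the first series (exact permutation p = 0.00946) and -0.60 in the second (exact permutation p = 0.0535). Among its markers, SLC5A3, which overlaps MRPS6 on the same strand, rose in PG (log2 fold change 1.48), while APCDD1 (-1.30), NKD2 (-1.59) and AHRR (-0.67, overlapping PDCD6-AHRR) fell. SS and PG did not differ in FB5 (difference -0.15, adjusted p = 0.170), and with the general fibroblast markers subtracted SS lay above PG by 0.69 (permutation p = 8.0e-05).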

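The FB6 marker score varied more between SS libraries than between PG libraries, with a ratio of the variances of 2.66 (permutation p = 9.3e-04). Within the first library series, 18 of 30 SS libraries lay above the mean of the PG libraries of that series, and within the second 13 of 15. Of the PG libraries themselves, 21 of 41 and 11 of 17 lay above these means. Among libraries with at least 25% of the median total, 25 of 38 SS and 28 of 52 PG libraries lay above the PG mean. The 7 SS libraries under that limit averaged a score of 8.19 and the other 38 averaged 6.55 (exact permutation p = 0.0212). In PG the order was the opposite, with 4.68 in the 6 libraries under the limit and 6.13 in the other 52 (exact permutation p = 0.00127). Across the SS libraries, the score had a Pearson's r of -0.272 with the log2 total count (permutation p = 0.0690) and a Spearman's rho of -0.103 (permutation p = 0.499). Across the PG libraries, r was 0.496 (permutation p = 7.0e-05) and rho 0.376 (permutation p = 0.00393).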

Comparative differential expression analysis identified 651 and 1521 genes uniquely regulated in SS and PG, respectively, and 5105 similarly regulated genes (Fig 3, D). 

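Of the 14536 genes tested, 7030 were called in SS versus HC (3771 higher and 3259 lower) and 7923 in PG versus HC (4273 higher and 3650 lower). The calls overlapped in 6507 genes (3542 higher and 2965 lower), which had the same direction in both diseases. A further 523 genes were called in SS only (229 higher and 294 lower) and 1416 in PG only (731 higher and 685 lower). The median absolute log2 fold change of the SS-only genes was 0.64 in SS and 0.39 in PG, and 190 of them had an unadjusted p under 0.05 in PG versus HC. For the PG-only genes these medians were 0.41 in SS and 0.67 in PG, with 473 genes at an unadjusted p under 0.05 in SS versus HC. A direct comparison of SS with PG called 1286 genes (538 higher and 748 lower in SS). Among the SS-only genes, 98 (18.7%) were called in it, as were 311 (22.0%) of the PG-only genes and 664 (10.2%) of the shared genes. Across genes, which are not independent replicates, the log2 fold changes of the diseases against HC had a Pearson's r of 0.964, and 92.3% had the same sign. The comparisons share their 10 HC libraries. In 20 simulations of 3 unchanged groups of these sizes, HC included, r averaged 0.856 and the same-sign share 81.8%. In these simulations the shared class averaged 0.1 genes, the SS-only class 0.150 and the PG-only class 0.250. Each gene was drawn independently, so these class counts leave out variation that genes share. Random splits of the real SS and HC libraries called a median of 1 gene and up to 1467. The counts moved most in the second library series alone, which called 4253 genes in SS versus HC, 4423 in PG versus HC and 192 in SS versus PG. The first series alone called 4998, 6434 and 1088. With DESeq2's size factors in place of TMM, the median log2 fold change over all genes moved by -0.10 in SS versus HC and -0.11 in PG versus HC, and the share of called genes that were higher fell from 53.6% to 45.3% and from 53.9% to 45.9%. In SS versus PG, the 5 genes with the largest increase among called genes with the same sign in both series were SCGB1D2 (log2 fold change 3.00), SCGB2A2 (2.91), CA6 (2.43), PLA2G2A (2.42) and DCD (2.31). The 5 with the largest decrease were FCRL5 (-4.10), CD79A (-4.03), SPRR3 (-3.61), MS4A1 (-3.43) and IGLL5, a plasma cell marker. The counts of CD79A, SPRR3 and MS4A1 have a common factor of 2 and those of CA6 of 3.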

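The proinflammatory cytokine genes IL1A, IL1B, TNF and IL6 and the chemokine genes CXCL1, CXCL2, CXCL3, CXCL5, CXCL6 and CXCL8 were all called higher in SS versus HC (10 of 10) and in PG versus HC (10 of 10), also when adjusted over the list alone (10 and 10). In a single library series, IL1A in SS did not pass in the first (adjusted p = 0.148) and TNF in PG not in the second (adjusted p = 0.0811). CXCL8, on chromosome 4 of hg38 from 73740519 to 73743716, averaged 6.52 ± 12.4 CPM (SD, n = 10) in HC, 737 ± 1640.2 (n = 58) in PG and 272 ± 537 (n = 45) in SS. Its log2 fold change was 7.30 in PG (SE 1.31, adjusted p = 1.2e-06) and 5.87 in SS (SE 1.24, adjusted p = 4.2e-05) by edgeR's quasi-likelihood test. Leaving out 1 HC library moved CXCL8 within 7.02 to 8.42 in PG and 5.62 to 7.02 in SS. The log2 fold change of IL1B was 7.31 in PG and 6.59 in SS, and that of CXCL5 8.40 and 7.46. Smaller changes were found for IL1A (3.67 in PG and 3.31 in SS, with a common factor of 2) and for TNF (2.24 and 2.60, with 0 counts in 1 HC library). In the HC libraries, the counts of IL6, CXCL1, CXCL2, CXCL3 and CXCL6 were at or under the limit of detection, so the folds given for them are lower bounds. Against that limit, CXCL1, whose counts have a common factor of 2, was at least 28.7-fold higher in PG and at least 16.6-fold higher in SS, CXCL6, which overlaps the pseudogene PPBPP1, at least 13.5-fold and at least 8.49-fold, and CXCL3 at least 11.1-fold and at least 7.26-fold higher. IL6, which overlaps IL6-AS1 and STEAP1B on the other strand, was at least 6.27-fold higher in PG and at least 4.33-fold higher in SS, and CXCL2 at least 4.57-fold and at least 2.95-fold higher. In SS versus PG, CXCL8 was lower in SS (log2 fold change -1.43, SE 0.45, adjusted p = 0.0283 by edgeR), with -1.85 in the first library series and -0.09 in the second. It was the only gene of the 10 called over all genes tested, and 2 were called when adjusted over the list alone, CXCL8 and CXCL1.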

The proinflammatory cytokines *IL1A*, *IL1B*, *TNF*, and *IL-6* and neutrophil chemokines *CXCL1, CXCL2, CXCL3, CXCL5, CXCL6*, and *CXCL8* were significantly upregulated in patients with SS and patients with PG compared with HCs (see Fig E4, A and B in the Online Repository at www.jacionline.org). 

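IL17A, on chromosome 6 of hg38 from 52186375 to 52190638, stayed under the filter on low counts and was not tested. It had 0 counts in all 10 HC libraries. IL17A was detected in 29 of 58 PG libraries with a mean of 1.09 ± 1.92 CPM (SD), and in 8 of 45 SS libraries with 0.234 ± 0.682 CPM. In the alternatives that test it, IL17A passed the threshold in PG versus HC (adjusted p = 0.0253 with DESeq2 and 9.4e-04 by edgeR without a filter) and not in SS versus HC (adjusted p = 0.567 and 0.0623).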

*IL17A* was not significantly upregulated in patients with PG or SS. 

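The gene sets of Metascape were not used here, and a list of 60 genes for the proteins released by degranulating neutrophils was written in their place, of which 49 were tested. Of the 49, 45 were called in SS versus HC (43 of them higher), and 45 when adjusted over the list alone. In PG versus HC, 44 were called (42 higher), and 44 when adjusted over the list alone. The median log2 fold change of the list was 3.39 in SS and 3.52 in PG. In 10 of the 49 genes every HC library was at or under the limit of detection, and with these at their lower bound the medians were 2.40 and 2.62. The camera test, which sets a list against all other genes with a preset correlation of 0.01 between its genes, gave p = 2.2e-14 in SS and 6.4e-13 in PG. With a correlation estimated from the data the p values were 0.0152 and 0.0234, the largest among the alternatives, and the rotation test fry gave 3.3e-13 and 4.4e-14. The calls of the neutrophil list and of the extracellular matrix list held under both of these, and that of the type I interferon list under neither. In the first library series camera gave 4.9e-14 in SS and 7.8e-13 in PG, and in the second 9.5e-13 and 1.3e-11. Of the 49 tested genes, 44 were called in both diseases in the same direction (89.8%, against 44.8% of all genes tested). Fisher's exact test of this share gave p = 5.3e-11, or 6.4e-10 after adjustment over the 12 pairs of list and class.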

The genes upregulated in both diseases were consistent with an innate immune response and neutrophil degranulation (see Fig E4, C). 

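COL11A1 lies on chromosome 1 of hg38 from 102876467 to 103108872 and overlaps the pseudogene SOD2P1 on its own strand. It averaged 7.28 ± 16.2 CPM (SD, n = 10) in HC, 106 ± 134.4 (n = 58) in PG and 17.5 ± 36.0 (n = 45) in SS. Its log2 fold change was 4.29 in PG versus HC (SE 1.02, adjusted p = 1.9e-04 by edgeR's quasi-likelihood test). In SS versus HC it was 1.80 (SE 0.95, adjusted p = 0.106 by edgeR), and it passed the threshold without the HC library that had the highest value, at 2.81 (adjusted p = 0.0179). SS was lower than PG (log2 fold change -2.49, SE 0.43, adjusted p = 1.3e-05 by edgeR), with -2.04 in the first library series and -5.09 in the second. A list of 59 extracellular matrix genes, without COL1A1, COL11A1, POSTN and ASPN, was compared between the diseases, and 58 of its genes were tested. In SS, 52 of the 58 were lower than in PG, with a median log2 fold change of -0.52 (camera p = 9.8e-28, estimated correlation p = 0.00324, fry p = 1.0e-06). Of these genes, 32 were called, all lower in SS, and 40 when adjusted over the list alone. Camera gave p = 3.5e-12 in the first series and 1.5e-38 in the second. Among the PG-only genes were 8 of the 58 (13.8%, against 9.74% of all genes tested, Fisher's exact p = 0.269), while 30 were among the shared genes.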

Pathway analysis suggested that PG-specific genes, including the myofibroblast marker *COL11A1*, were consistent with developmental processes and extracellular matrix production, validating the snRNA-Seq findings (see Fig E4, D). 

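Type I interferon response genes were followed with a list of 40 genes that holds none of the 11 interferon-stimulated genes of Fig 3, F, and all 40 were tested. Of the 40, 4 were among the genes called in SS only, all 4 higher in SS, which is 10% against 3.60% of all genes tested (Fisher's exact p = 0.0546, adjusted p = 0.0936). Another 35 of the 40 were called higher in both SS and PG versus HC (Fisher's exact p = 2.4e-08). In the direct comparison, 38 of the 40 were higher in SS than in PG, with a median log2 fold change of 0.46, and 17 were called, or 22 when adjusted over the list alone. Camera gave p = 3.7e-06 over both library series, 0.237 in the first and 1.3e-17 in the second. Under a correlation estimated from the data the p value was 0.281, and under fry 0.0842.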

SS-specific genes were consistent with human papilloma virus infection—a type I interferon response pathway (Fig 3, E). 

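The 11 interferon-stimulated genes that mark interferon-activated subsets in the study's snRNA-Seq are IFI44, IFI6, IFIT1 and IFI44L (fibroblasts), with MX1, OAS3, IRF1, WARS1, CXCL10, GBP5 and CD300E for the other compartments. All 11 were called higher in SS versus HC, also when adjusted over the list alone (11), with a median log2 fold change of 2.85. The changes in SS ranged from 2.06 for IFIT1 to 6.64 for CXCL10, which overlaps ART3 on the other strand. CXCL10 averaged 3.06 ± 3.04 CPM (SD, n = 10) in HC, 176 ± 448 (n = 58) in PG and 297 ± 601 (n = 45) in SS. Each library series alone called 10 of the 11 in SS versus HC, the lowest count among the alternatives, and the exception in both was IFIT1 (edgeR adjusted p = 0.0884 in the first and 0.0681 in the second). The median change in SS was 2.62 in the first series and 3.14 in the second. In PG versus HC, 10 of the 11 were called higher with a median of 1.77, and 8 in the first series alone and 5 in the second. IFIT1 was the exception there too (0.02, SE 0.57, adjusted p = 0.982 by edgeR), and its sign was negative under 7 of the alternatives set in advance, DESeq2 among them, and under 4 of the 10 that leave out 1 HC library. Counts of IFIT1 and IRF1 were 0 in the HC library with the lowest total, and that library had the highest share of IFI44L. Without it the log2 fold change of IFIT1 in PG was -0.13.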

Expression of the 11 interferon-stimulated genes defining interferon-activated subsets of fibroblasts, myeloid cells, lymphoid cells, and keratinocytes was significantly increased in patients with SS versus HCs (Fig 3, F). 

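In SS versus PG, 9 of the 11 genes had a positive log2 fold change, and 6 were called higher in SS, with the same count when adjusted over the list alone. Besides IFI44, IFI6, IFI44L and IFIT1, these were MX1 (0.95, SE 0.25, adjusted p = 0.00546 by edgeR's quasi-likelihood test) and OAS3 (0.83, SE 0.20, adjusted p = 0.00252). MX1 overlaps TMPRSS2 on the other strand. The other 5 were not called: CXCL10 (0.73, adjusted p = 0.380), WARS1 (0.28, adjusted p = 0.595), CD300E (0.17, adjusted p = 0.757), GBP5 (-0.05, adjusted p = 0.952) and IRF1 (-0.16, adjusted p = 0.736) by edgeR. IRF1 overlaps IRF1-AS1 and WARS1 overlaps WDR25, both on the other strand, and the counts of WARS1 and GBP5 have a common factor of 2. Above the PG median lay 32 of 45 SS libraries for OAS3 and 30 for MX1. For WARS1, CXCL10 and CD300E, 22, 21 and 20 of the 45 did. The SS median of these genes was under the PG median, despite their positive log2 fold change. The median log2 fold change over the 11 genes was 0.83, or 0.62 in the first library series and 1.40 in the second. The first series alone called 3 of the 11 (IFI6, IFI44L and IFIT1), and the second alone called IFI44, MX1 and OAS3 as well and had a positive value for all 11. Among libraries with at least 25% of the median total, 5 were called, without IFI44.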

Expression of 10 of these genes—particularly those marking interferon-activated fibroblasts and lymphocytes—was increased in SS versus PG. Expression of genes marking interferon-activated fibroblasts, *IFI44, IFI6, IFI44L*, and *IFIT1*, was significantly increased in SS versus PG (Fig 3, G). 

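All group values for these genes are means ± SD over 10 HC, 58 PG and 45 SS libraries, and all adjusted p values are from edgeR's quasi-likelihood test of SS versus PG. IFI44 lies on chromosome 1 of hg38 from 78649796 to 78664078 and averaged 10.6 ± 8.21 CPM in HC, 37.6 ± 24.0 in PG and 80.0 ± 108.1 in SS. Its log2 fold change was 1.00 (SE 0.25, adjusted p = 0.00366), with 0.62 in the first library series (adjusted p = 0.177) and 1.69 in the second (adjusted p = 0.0343). The neighbouring gene IFI44L, from 78619902 to 78646145 on the same chromosome, averaged 50.9 ± 43.6 CPM in HC, 141.4 ± 118.7 in PG and 429 ± 665 in SS. It rose by 1.58 (SE 0.31, adjusted p = 1.1e-04), or by 1.13 and 2.20 within the series. IFI6, which overlaps LINC02574 on the same strand and has counts with a common factor of 3, lies on chromosome 1 of hg38 from 27666064 to 27672212 and averaged 132.2 ± 52.3 CPM in HC, 355 ± 223 in PG and 965 ± 1136 in SS. The increase was 1.44 (SE 0.24, adjusted p = 4.7e-06), and 1.15 and 1.99 within the series. IFIT1, which overlaps LIPA on the other strand and has counts with a common factor of 5, lies on chromosome 10 of hg38 from 89392546 to 89406487 and averaged 25.8 ± 16.7 CPM in HC, 26.9 ± 26.3 in PG and 118 ± 253 in SS. This gene had the largest change of the 4, at 2.04 (SE 0.33, adjusted p = 2.2e-06), and 1.95 and 2.30 within the series. In SS the SD exceeded the mean for each of the 4 genes. SS libraries above the PG median numbered 25 of 45 for IFI44, 26 for IFI44L, 29 for IFI6 and 31 for IFIT1. 

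**Figure D2:**
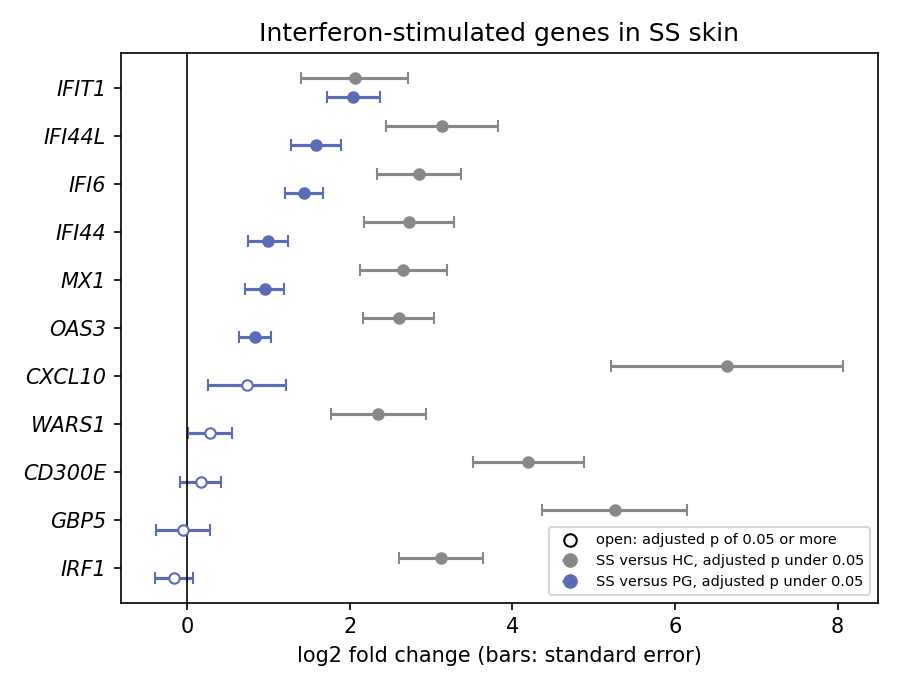
Log2 fold change ± SE (horizontal axis) of the 11 interferon-stimulated genes in SS versus HC (grey) and SS versus PG (blue), with filled points for an adjusted p under 0.05. All 11 points of SS versus HC and 6 of SS versus PG are filled.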

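For comparison with the type I interferon genes, a list of 38 genes of the type II interferon response was tested in SS versus PG. Of these, 27 were higher in SS, with a median log2 fold change of 0.13 (camera p = 0.980, estimated correlation p = 0.995, fry p = 0.940). The list went down in SS in the first library series (camera p = 0.0306) and up in the second (1.7e-04). Shared with PG, 31 of the 38 genes were called higher versus HC in both diseases (Fisher's exact p = 4.3e-06).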

Taken together, the findings of this unbiased analysis of a large independent patient cohort validate the prominent interferon signature and enrichment of interferon-activated fibroblasts identified in SS by snRNA-Seq.

### Type I interferon activates primary human dermal fibroblasts to highly express neutrophil chemokines

To test the significance of the interferon signature in fibroblasts for neutrophil recruitment, we cultured primary human dermal fibroblasts from 50 different donors with type I interferon (IFNa2) and type 2 IFN-γ and examined gene expression by bulk RNA-Seq (Fig 4, A). The effect of these signals was compared with that of TNF-α, which has been shown to induce fibroblast expression of neutrophil chemokines.^18,19^ Comparative differential expression analysis identified 76 genes highly upregulated by IFN-γ and IFNa2 but not by TNF-α (Fig 4, B). Among these genes were the interferon-stimulated genes that marked interferon-activated FB6 (Fig 4, C). Highly upregulated by all 3 stimuli were chemokines for monocytes/macrophages (*CCL2, CCL7, CCL8*, and *CX3CL1*) and lymphocytes (*CXCL9, CXCL10*, and *CXCL11*) (see Fig E5, A in the Online Repository at www.jacionline.org). Few inflammatory genes were highly upregulated by IFN-γ alone (*CCL13*) or by TNF-α alone (*IL34, TSLP*). Remarkably, the 85 genes that were highly upregulated by TNF-α and IFNa2 but not by IFN-γ included neutrophil chemoattractants (*CXCL1*, *CXCL5*, *CXCL8*, and *C3*), myeloid cell growth factors (*CSF2* and *CSF3*), and proinflammatory cytokines associated with SS (*IL1A, IL1B, IL6*, and *TNF*) (Fig 4, D). Neutrophil chemokine upregulation by type I interferon was validated at the transcript level by qPCR (Fig 4, E and see Fig E5, B) and the protein level by ELISA on cell supernatant (see Fig E5, C).

To infer whether type I or type II interferon drove the interferon signature in FB6, *in vitro* activation gene modules were generated and projected onto snRNA-Seq data. This analysis indicated that the transcriptomic signature of interferon-activated FB6 was most consistent with activation by type I interferon (Fig 4, F).

We next sought to understand the sources of type I interferon in SS. snRNA-Seq revealed a 15-fold increase in pDCs in neutrophilic dermatoses versus normal skin (see Fig E6, A in the Online Repository at www.jacionline.org). pDCs are well known to produce large amounts of type I interferon.^20^ Bulk RNA-Seq deconvolution confirmed that the numbers of pDCs were significantly increased in patients with SS and patients with PG versus HCs (see Fig E6, B). 

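The cell frequencies of the deconvolution were not recomputed, and a pDC marker score was taken as the mean TMM-normalized log2 CPM (prior count 2) of NIBAN3, CLEC4C and IRF8, the pDC markers of Fig 1, C. NIBAN3, on chromosome 19 of hg38 from 17523301 to 17553839, averaged 0.694 ± 1.05 CPM (SD, n = 10) in HC, 7.75 ± 15.0 (n = 58) in PG and 3.13 ± 4.57 (n = 45) in SS. CLEC4C, on chromosome 12 of hg38 from 7729383 to 7751605, stayed under the filter on low counts, with 0 counts in HC and means of 0.359 CPM in PG and 0.106 in SS. IRF8, which overlaps MIR6774, is also on the list of type II interferon response genes. The score averaged 1.34 ± 0.23 in HC, 2.18 ± 0.78 in PG and 1.85 ± 0.75 in SS. PG exceeded HC by 0.84 (95% bootstrap interval 0.58 to 1.08, two-sided permutation p = 0.00148, adjusted over 3 comparisons 0.00444). SS exceeded HC by 0.51 (interval 0.26 to 0.76, permutation p = 0.0385, unchanged by the adjustment). In the first library series these differences were 0.94 (exact permutation p = 0.00932) and 0.56 (exact permutation p = 0.0672), and in the second 0.78 (exact permutation p = 0.0627) and 0.55 (exact permutation p = 0.203). The SS versus HC difference passed the threshold in neither series alone, nor among libraries with at least 25% of the median total (0.42, exact permutation p = 0.0995), nor on DESeq2-normalized counts (0.53, permutation p = 0.0581). By gene, NIBAN3 was called in PG versus HC (log2 fold change 3.52, adjusted p = 7.7e-04) but not in SS versus HC (2.04, adjusted p = 0.0592) by edgeR.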

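Across the 45 SS libraries, the pDC marker score (NIBAN3, CLEC4C and IRF8) and the FB6 marker score (IFI44, IFI6, IFI44L and IFIT1) had a Pearson's r of 0.503 (permutation p = 3.8e-04) and a Spearman's rho of 0.541 (permutation p = 1.4e-04). Within the first library series r was 0.4662 (n = 30, permutation p = 0.00926) and rho 0.511 (permutation p = 0.00396), and within the second r was 0.521 (n = 15, permutation p = 0.0462) and rho 0.457 (permutation p = 0.0886). Without the 2 libraries farthest from the median pDC score, r was 0.464. The largest change came from leaving out IRF8, which lowered r to 0.300 (permutation p = 0.0450). Taken singly, IRF8 had an r of 0.585 with the FB6 score (permutation p = 5.0e-05), NIBAN3 0.261 (p = 0.0815) and CLEC4C 0.264 (p = 0.0800). Their Spearman's rho was 0.637 for IRF8 (permutation p = 2.0e-05), 0.348 for NIBAN3 (p = 0.0192) and 0.442 for CLEC4C (p = 0.00284). CLEC4C had counts in only 4 of the 45 SS libraries, with at most 4 counts in each. Its r and rho therefore rest on these 4 libraries, with all others tied at 0 counts. For comparison, the r of the 2 scores across the 58 PG libraries was 0.269 (permutation p = 0.0403) and rho 0.174 (permutation p = 0.191). The difference between SS and PG in this relation was not tested. 

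**Figure D3:**
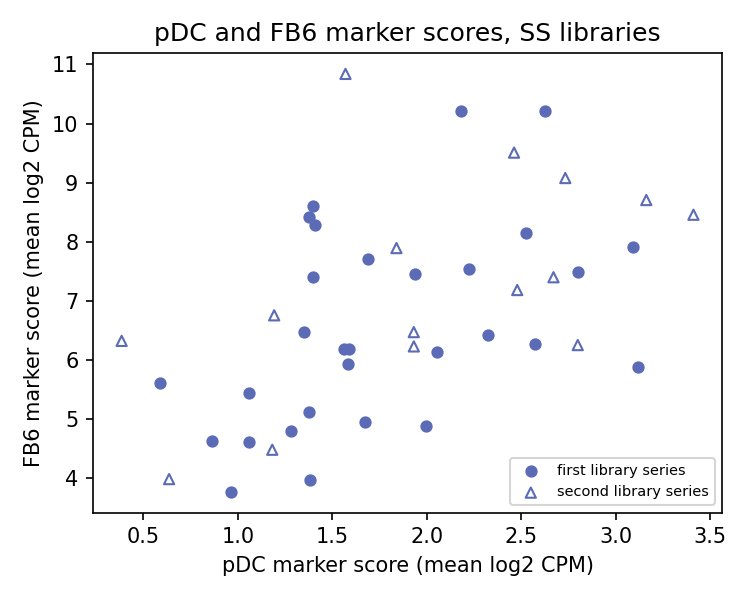
FB6 marker score against pDC marker score (both mean log2 CPM) in each of the 45 SS libraries, with the library series as the symbol. The scores rise together, with a Pearson's r of 0.503, around which the libraries scatter widely.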

Notably, the frequencies of pDCs and interferon-activated FB6 were positively correlated in SS, providing further evidence that pDCs may be an important source of type I interferon (see Fig E6, C). 

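The pDC marker score was lower in SS than in PG by a difference of -0.33 (95% bootstrap interval -0.62 to -0.02, two-sided permutation p = 0.0345, adjusted over 3 comparisons 0.0385). Within the first library series the difference was -0.38 (permutation p = 0.0307), and within the second -0.24 (permutation p = 0.455). On DESeq2-normalized counts it was -0.37 with an adjusted p of 0.0514. The adjusted p ranged from 0.00210 to 0.455 over the 9 alternatives of this comparison. By gene, NIBAN3 was lower in SS than in PG (log2 fold change -1.48, SE 0.39, adjusted p = 0.00690 by edgeR's quasi-likelihood test), and IRF8 did not differ (-0.10, SE 0.19, adjusted p = 0.813). CLEC4C stayed under the filter on low counts, and by edgeR without a filter SS and PG did not differ in it (-0.99, adjusted p = 0.179). That fit called CLEC4C in PG versus HC (2.65, adjusted p = 0.0142) but not in SS versus HC (1.66, adjusted p = 0.0982). CD123, the protein the study stained for, is encoded by IL3RA, which is listed at 0 in all libraries, as are most genes annotated on both the X and the Y chromosome in this table.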

No statistical difference was observed between the frequency of pDCs in patients with SS and those with PG, suggesting that pDCs may be more activated to produce type I interferon in SS than in PG (see Fig E6, A and B). To understand where pDCs reside in the skin of patients with neutrophilic dermatoses, we performed immunostaining for CD123, a highly specific marker of pDCs.^21^ Increased CD123 staining was observed in SS and PG skin, localized to the area surrounding the dermal neutrophilic infiltrate (see Fig E6, D). Taken together, these findings support a model in which pDCs contribute to increased type I interferon, which then activates subsets of fibroblasts in SS for neutrophil recruitment.

### Spatially distinct fibroblast subsets promote neutrophil recruitment in SS

We next sought to understand the cellular and molecular landscape of neutrophilic dermatoses biogeographically. To this end, we performed subcellular resolution spatial transcriptomics on archival FFPE skin biopsy samples from patients with SS (n = 5) and HCs (n = 2) using Nanostring’s 1000-gene imaging-based CosMx platform (Fig 5, A). At the single-cell level, our data set included 26,792 cells, with an average of 47 genes and 94 transcripts detected per cell. Dimensionality reduction and unsupervised clustering revealed 9 transcriptionally distinct clusters (Fig 5, B and C): neutrophils (*CTSG, CXCL8*, and *CCL3*), keratinocyte cluster 1 (*KRT6C, KRT1*, and *FABP5*), keratinocyte cluster 2 (*KRT5, HSPA1A*, and *CRYAB*), keratinocyte cluster 3 (*TNFSF15, RPL21*, and *RPL34*), keratinocyte cluster 4 (*AZGP1, IL1RN*, and *MALAT1*), fibroblasts (*MMP1, COL3A1*, and *COL1A2*), myeloid cells (*SPP1, HLA-DRB1*, and *C1QC*), lymphoid cells (*GNLY, GZMB*, and *IL7R*), and mural cells (*CCL21, TIMP1*, and *THBS1*). The frequencies of myeloid cells and lymphoid cells were increased in patients with SS versus HCs (Fig 5, D and see Fig E7, A in the Online Repository at www.jacionline.org), thus confirming our snRNA-Seq and bulk RNA-Seq findings.

The cell clusters were then projected onto tissue sections to elucidate spatial localization (Fig 5, E and see Fig E7, B–L). Strikingly, all of the unsupervised clusters mapped to unique histologic regions. The patients with SS and the HCs shared basal epidermal keratinocyte cluster 2 but had distinct spinous and supraspinous epidermal clusters. Unlike single-cell and single-nucleus transcriptomics, which often fail to recover neutrophils, spatial transcriptomics identified a cluster of neutrophils that was validated by hematoxylin and eosin staining (Fig 5, F). The neutrophils in patients with SS were observed to be densely packed in the mid-to-upper dermis.

We next used MClust to perform unsupervised niche analysis by clustering cells into 7 regions based on the cellular composition within a 50-μm radius of each cell.^15^ This analysis resolved an SS-associated upper dermal niche (niche 1) and an SS-associated lower dermal niche (niche 2) (Fig 6, A and B and see Fig E8, A). Niche 1 included fibroblasts and neutrophils, whereas niche 2 included fibroblasts but no neutrophils (Fig 6, C). Differential expression analysis between the fibroblasts in niche 1 and those in niche 2 indicated that fibroblasts in the upper dermal, neutrophil-proximal niche were marked by *CCL19* the interferon-inducible neutrophil chemokine gene *CXCL5*, whereas fibroblasts in the lower dermal, neutrophil-distal niche were marked by the interferon-inducible gene *IFITM3*, the neutrophil chemokine genes *CXCL12* and *MIF*, and extracellular matrix genes (*COL3A1, COL1A1, COL1A2*) (Fig 6, D). Similar results were obtained by performing differential expression analysis between neutrophil-proximal (<10 μm) and neutrophil-distal (>50 μm) fibroblasts and by correlating fibroblast gene expression with neutrophil distance (Fig 6, E–G). Projection of *IFITM3*, *CXCL1*, and *CXCL12* expression onto tissue sections indicated that these genes were not expressed in HC skin but were highly expressed in SS lesions (Fig 6, H–J and see Fig E8, B–D). *IFITM3* demonstrated striking regional expression in the epidermis, with high expression in basal and lower suprabasal keratinocytes but not in upper suprabasal keratinocytes (Fig 6, H and see Fig E8, E). Protein immunostaining of SS skin confirmed that CXCL1 and CCL19 expression negatively correlates with distance from epidermis and that CXCL12 expression positively correlates with distance from epidermis (Fig 6, K and L and see Fig E8, F). Thus, unbiased subcellular resolution spatial transcriptomics identified positionally distinct dermal IAF subsets in SS lesions.

## DISCUSSION

In this study, we aimed to develop a comprehensive cellular and molecular atlas of the human neutrophilic dermatosis SS—a rare disease not previously profiled at scale by using unbiased transcriptomics. Comparative analysis of single-nucleus transcriptomics of archival clinical skin biopsy samples from patients with SS, patients with early PG, and HCs revealed new cellular contributors to neutrophilic dermatoses, including pDCs. This analysis also led to the identification of an interferon-activated fibroblast subset in SS lesions that was reduced in other conditions. Bulk RNA-Seq of a large independent patient cohort confirmed snRNA-Seq findings, including the unique and prominent interferon signature in SS. Subsequent unbiased functional experiments demonstrated that cultured primary human dermal fibroblasts—cells appreciated mainly for supporting tissue architecture—highly expressed neutrophil chemokines that bind CXCR2 following recognition of type I interferon.

Fibroblasts have historically been regarded as a homogenous cell type supporting tissue architecture; however, they are becoming appreciated as a diverse and multifunctional class of cells.^19^ Subsets of IAFs play a critical role in IL-17–mediated neutrophil recruitment during *Staphylococcus aureus* infection and psoriasis vulgaris through secretion of chemokines that bind CXCR2 and CXCR4.^18^ Unlike in the treatment of psoriasis vulgaris, biologics targeting the IL-17 pathway have not demonstrated efficacy in treating SS.^22^ Therefore, we hypothesized that IAFs promote neutrophil recruitment in SS through an IL-17–independent mechanism. We now present evidence that human dermal IAFs play a role in neutrophil recruitment in SS through recognition of type I IFN.

A 2022 study identified type I interferon-activated dermal fibroblasts in the autoimmune skin disease cutaneous lupus erythematosus using scRNA-Seq.^23^ Although type I interferon and neutrophils are well known to drive lupus pathogenesis,^24^ the connection between type I interferon and neutrophil recruitment had not been established previously. In light of our study—the first to present data supporting a role for type I interferon-activated dermal fibroblast subsets in neutrophil inflammation—these findings suggest that IAF recognition of type I interferon may contribute to neutrophil inflammation in other autoimmune diseases and interferonopathies.

Psoriasis vulgaris skin cell atlas studies have resolved IAF subsets expressing neutrophil chemokines that bind CXCR2 and CXCR4.^18,25^ Here, using a combination of subcellular resolution spatial transcriptomics and immunostaining, we identified 2 distinct neutrophil chemokine-expressing fibroblast populations: a neutrophil-proximal subset expressing CXCR2 ligands in the upper dermis and a neutrophil-distal subset expressing the CXCR4 ligand CXCL12 in the lower dermis.

These findings suggest that upper and lower dermal fibroblasts are capable of adopting a neutrophil-recruiting IAF state depending on the disease context. We speculate that CXCL12-positive fibroblasts in the lower dermis are important for initial neutrophil infiltration into the skin and that fibroblasts located in the upper dermis express CXCL1-8 to further recruit cells to the papillary dermis, where neutrophils commonly reside in patients with SS.

This current study also identified subsets of interferon-activated keratinocytes, myeloid cells, and lymphocytes enriched in SS. Similar subpopulations have been reported in cutaneous lupus erythematosus,^23^ hidradenitis suppurativa,^26,27^ and psoriasis.^25^ Future research should focus on understanding how interferon action on these cell types contributes to SS pathogenesis.

Given the diversity of conditions associated with SS, some speculate that it may lack a common underlying molecular mechanism.^1^ However, type I interferon has been implicated in these associated conditions, including inflammatory disease, infection, vaccination, pregnancy, and cancer. Furthermore, several case studies have documented SS induced by interferon therapy.^28–30^ Thus, type I interferon may serve as a unifying factor in SS, suggesting that US Food and Drug Administration–approved Janus kinase–signal transducer and activator of transcription (JAK/STAT) inhibitors, which block type I interferon signaling, could be a new therapeutic strategy. Indeed, a 2020 case study reported significant improvement of SS with baricitinib treatment.^31^

Current models of SS pathogenesis—developed from limited laboratory studies of serum and skin inflammatory mediators and case reports of targeted therapeutic trials—are incomplete but suggest that infection, cancer, and drug reactions drive heightened levels of TNFα, IL-1, and G-CSF that promote leukocytosis.^3^ In the context of hematologic cancer, aberrant malignant neutrophils further contribute to leukocytosis following treatment with G-CSF, all-trans retinoic acid, or FL3 inhibitor. T_H_1, T_H_2, and/or T_H_17 cells are thought to then promote IL-17–, TNF-α–, and/or IL-1–dependent neutrophil recruitment, activation, and extracellular trap formation.^1^ Genetic variants may increase the risk of SS development independent of malignancy. For example, a 2023 case study of a patient with cancer independent SS identified a gain-of-function *PIK3R1* mutation—specifically in neutrophils—that increased neutrophil migration and respiratory burst capacity.^2^

Consistent with current models, we observed increased expression of proinflammatory cytokines, neutrophil growth factors, and neutrophil chemokines in SS skin versus healthy skin, including IL-1, TNF-α, G-CSF (encoded by *CSF3*), and CXCR2 ligands. Contrary to the current model, but consistent with a recent case report,^22^ our data do not support a role for IL-17 in SS pathogenesis.

On the basis of our findings of increased pDCs, a prominent and unique interferon signature, type I interferon activation of dermal fibroblasts to express neutrophil chemokines, and upper dermal localization of fibroblast subsets expressing CXCR2-binding neutrophil chemokines, we speculate that inciting factors drive the production of type I interferon, IL-1, and/or TNF-α in SS. These proinflammatory cytokines then promote subsets of dermal fibroblasts to recruit neutrophils to infiltrate the skin and release extracellular traps, which in turn activate pDCs to secrete type I interferon, creating a self-sustaining inflammatory positive feedback loop.

This study has limitations that warrant discussion. First, the biopsy samples were obtained in a deidentified manner from diagnostic cases and therefore lack associated clinical data, thus precluding the use of clinical information to better understand disease heterogeneity. Second, the 1000-probe subcellular resolution spatial transcriptomics panel used here was performed on samples from patients with SS (n = 5) and a small number of HCs (n = 2) but not on samples from patients with PG. It was also not sufficient to confidently locate some cellular subsets identified by snRNA-Seq, including pDCs. Spatial transcriptomics is a rapidly evolving field, and the latest technology will resolve additional genes that may further inform future studies. Lastly, single-cell RNA-Seq has difficulty detecting neutrophils owing to factors such as fragility, high level of RNases, and low transcript abundance. The single-nucleus approach with FFPE used here has additional limitations, as fixation degrades some RNA and recovered nuclei contain a fraction of total transcript, precluding identification of a bona fide neutrophil population. Future studies using proteomics or single-cell RNA sequencing optimized for neutrophil detection will be critical for in depth characterization of neutrophils in SS and other neutrophilic dermatoses.

In summary, we have used cutting-edge single-nucleus, bulk, and spatial transcriptomics on archival clinical samples to illuminate the pathogenesis of rare human neutrophilic dermatoses. These approaches led to the identification of a unique interferon signature in SS, which was seen prominently in a subset of upper dermal fibroblasts that highly express neutrophil chemokines following recognition of type I interferon. This work provides insight into the mechanisms underlying the clinical observation of recombinant type I interferon-induced SS and identifies type I interferon and interferon-activated fibroblasts as novel therapeutic targets for the treatment of SS. Finally, the comprehensive cell atlas generated here is anticipated to be a valuable resource for the research community to facilitate future discoveries.

## Supplementary Material

1

## Figures and Tables

**FIG 1.**
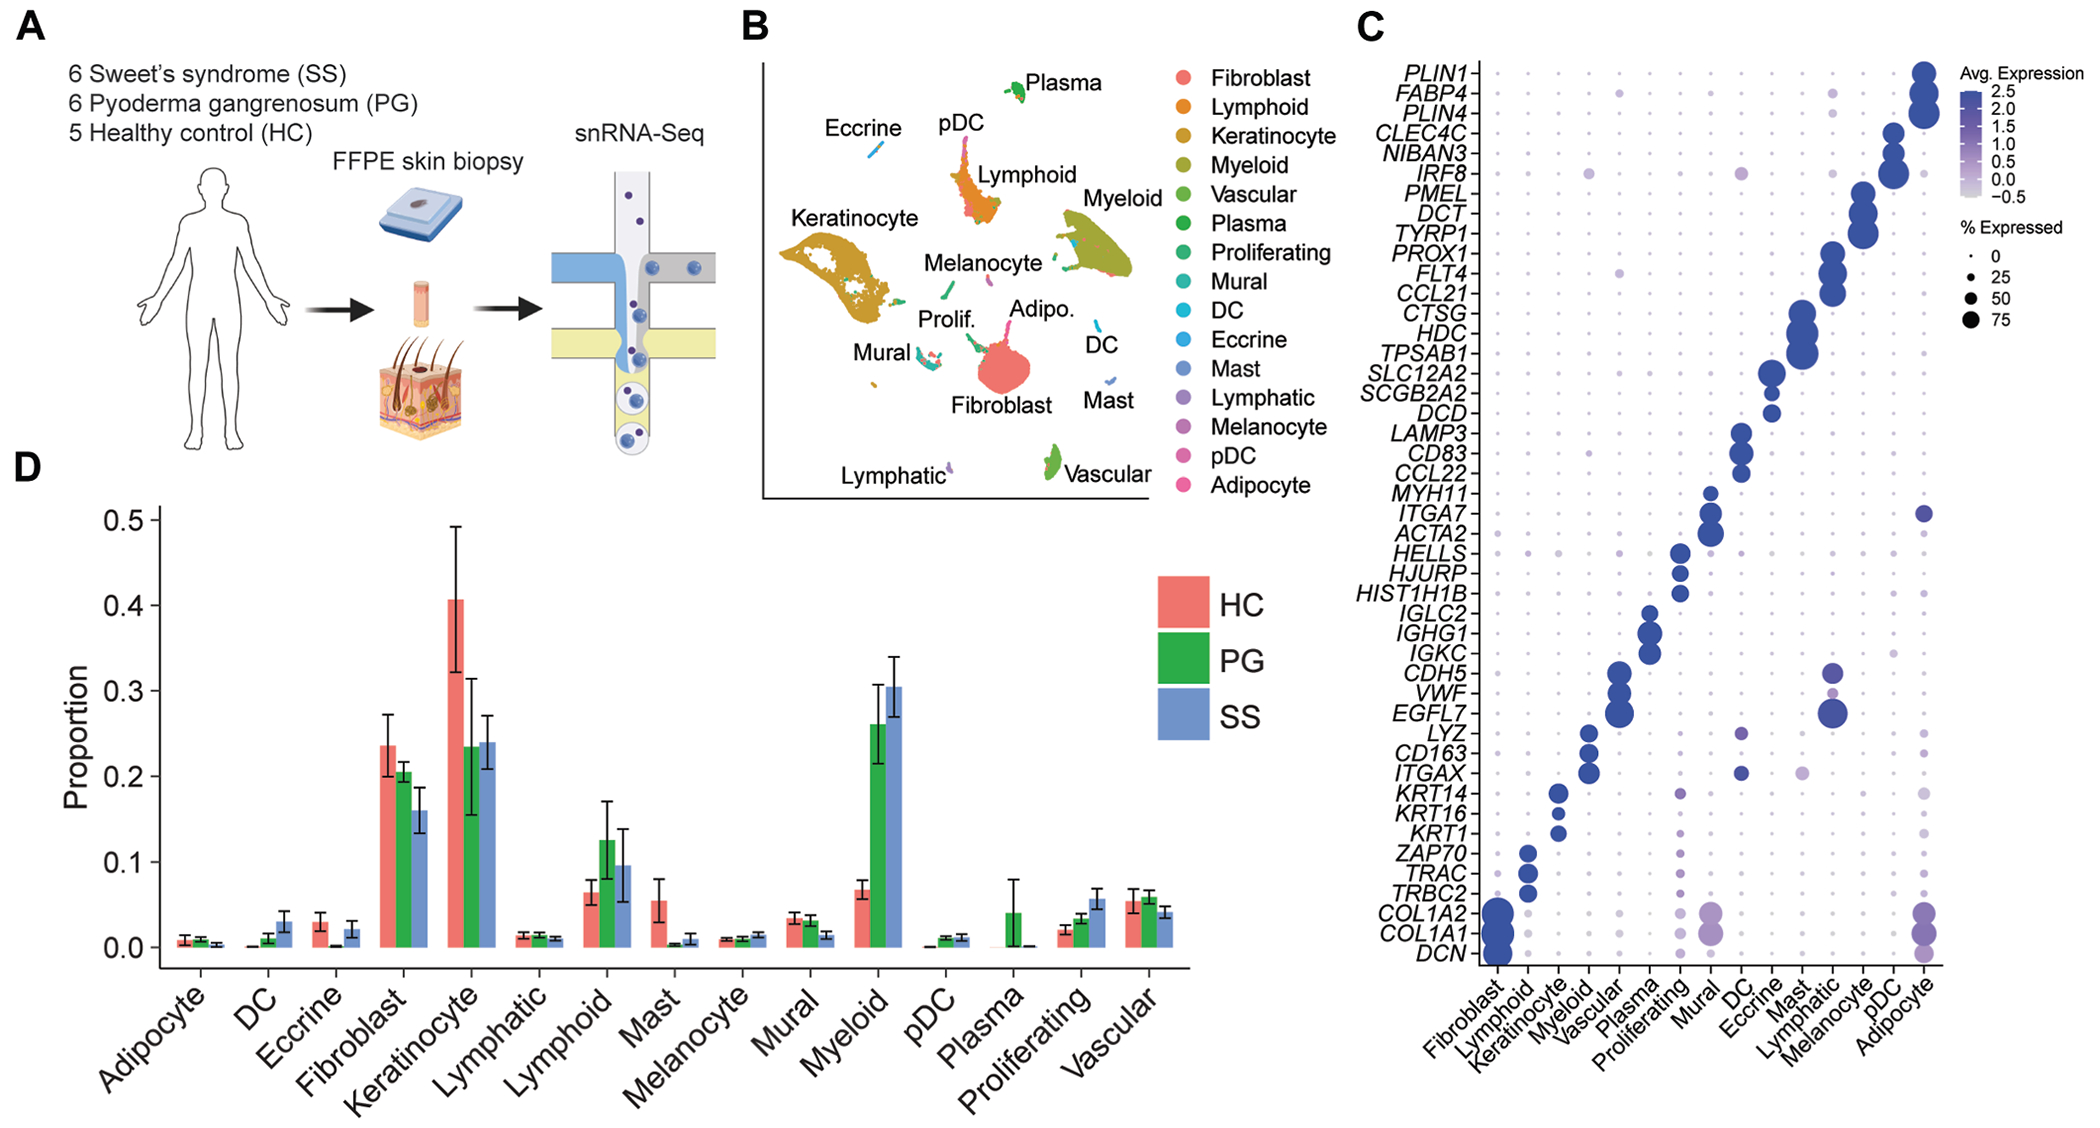
Single-nucleus RNA sequencing of skin from patients with neutrophilic dermatoses and HCs. **A,** Experimental schematic. **B,** Dimensionality reduction and unsupervised clustering, colored by cell type. **C,** Expression of the top 3 marker genes per cell type. **D,** Proportion of cell types for each condition. Error bars represent SEMs. *Adipo.*, Adipocyte; *Prolif.*, proliferating.

**FIG 2.**
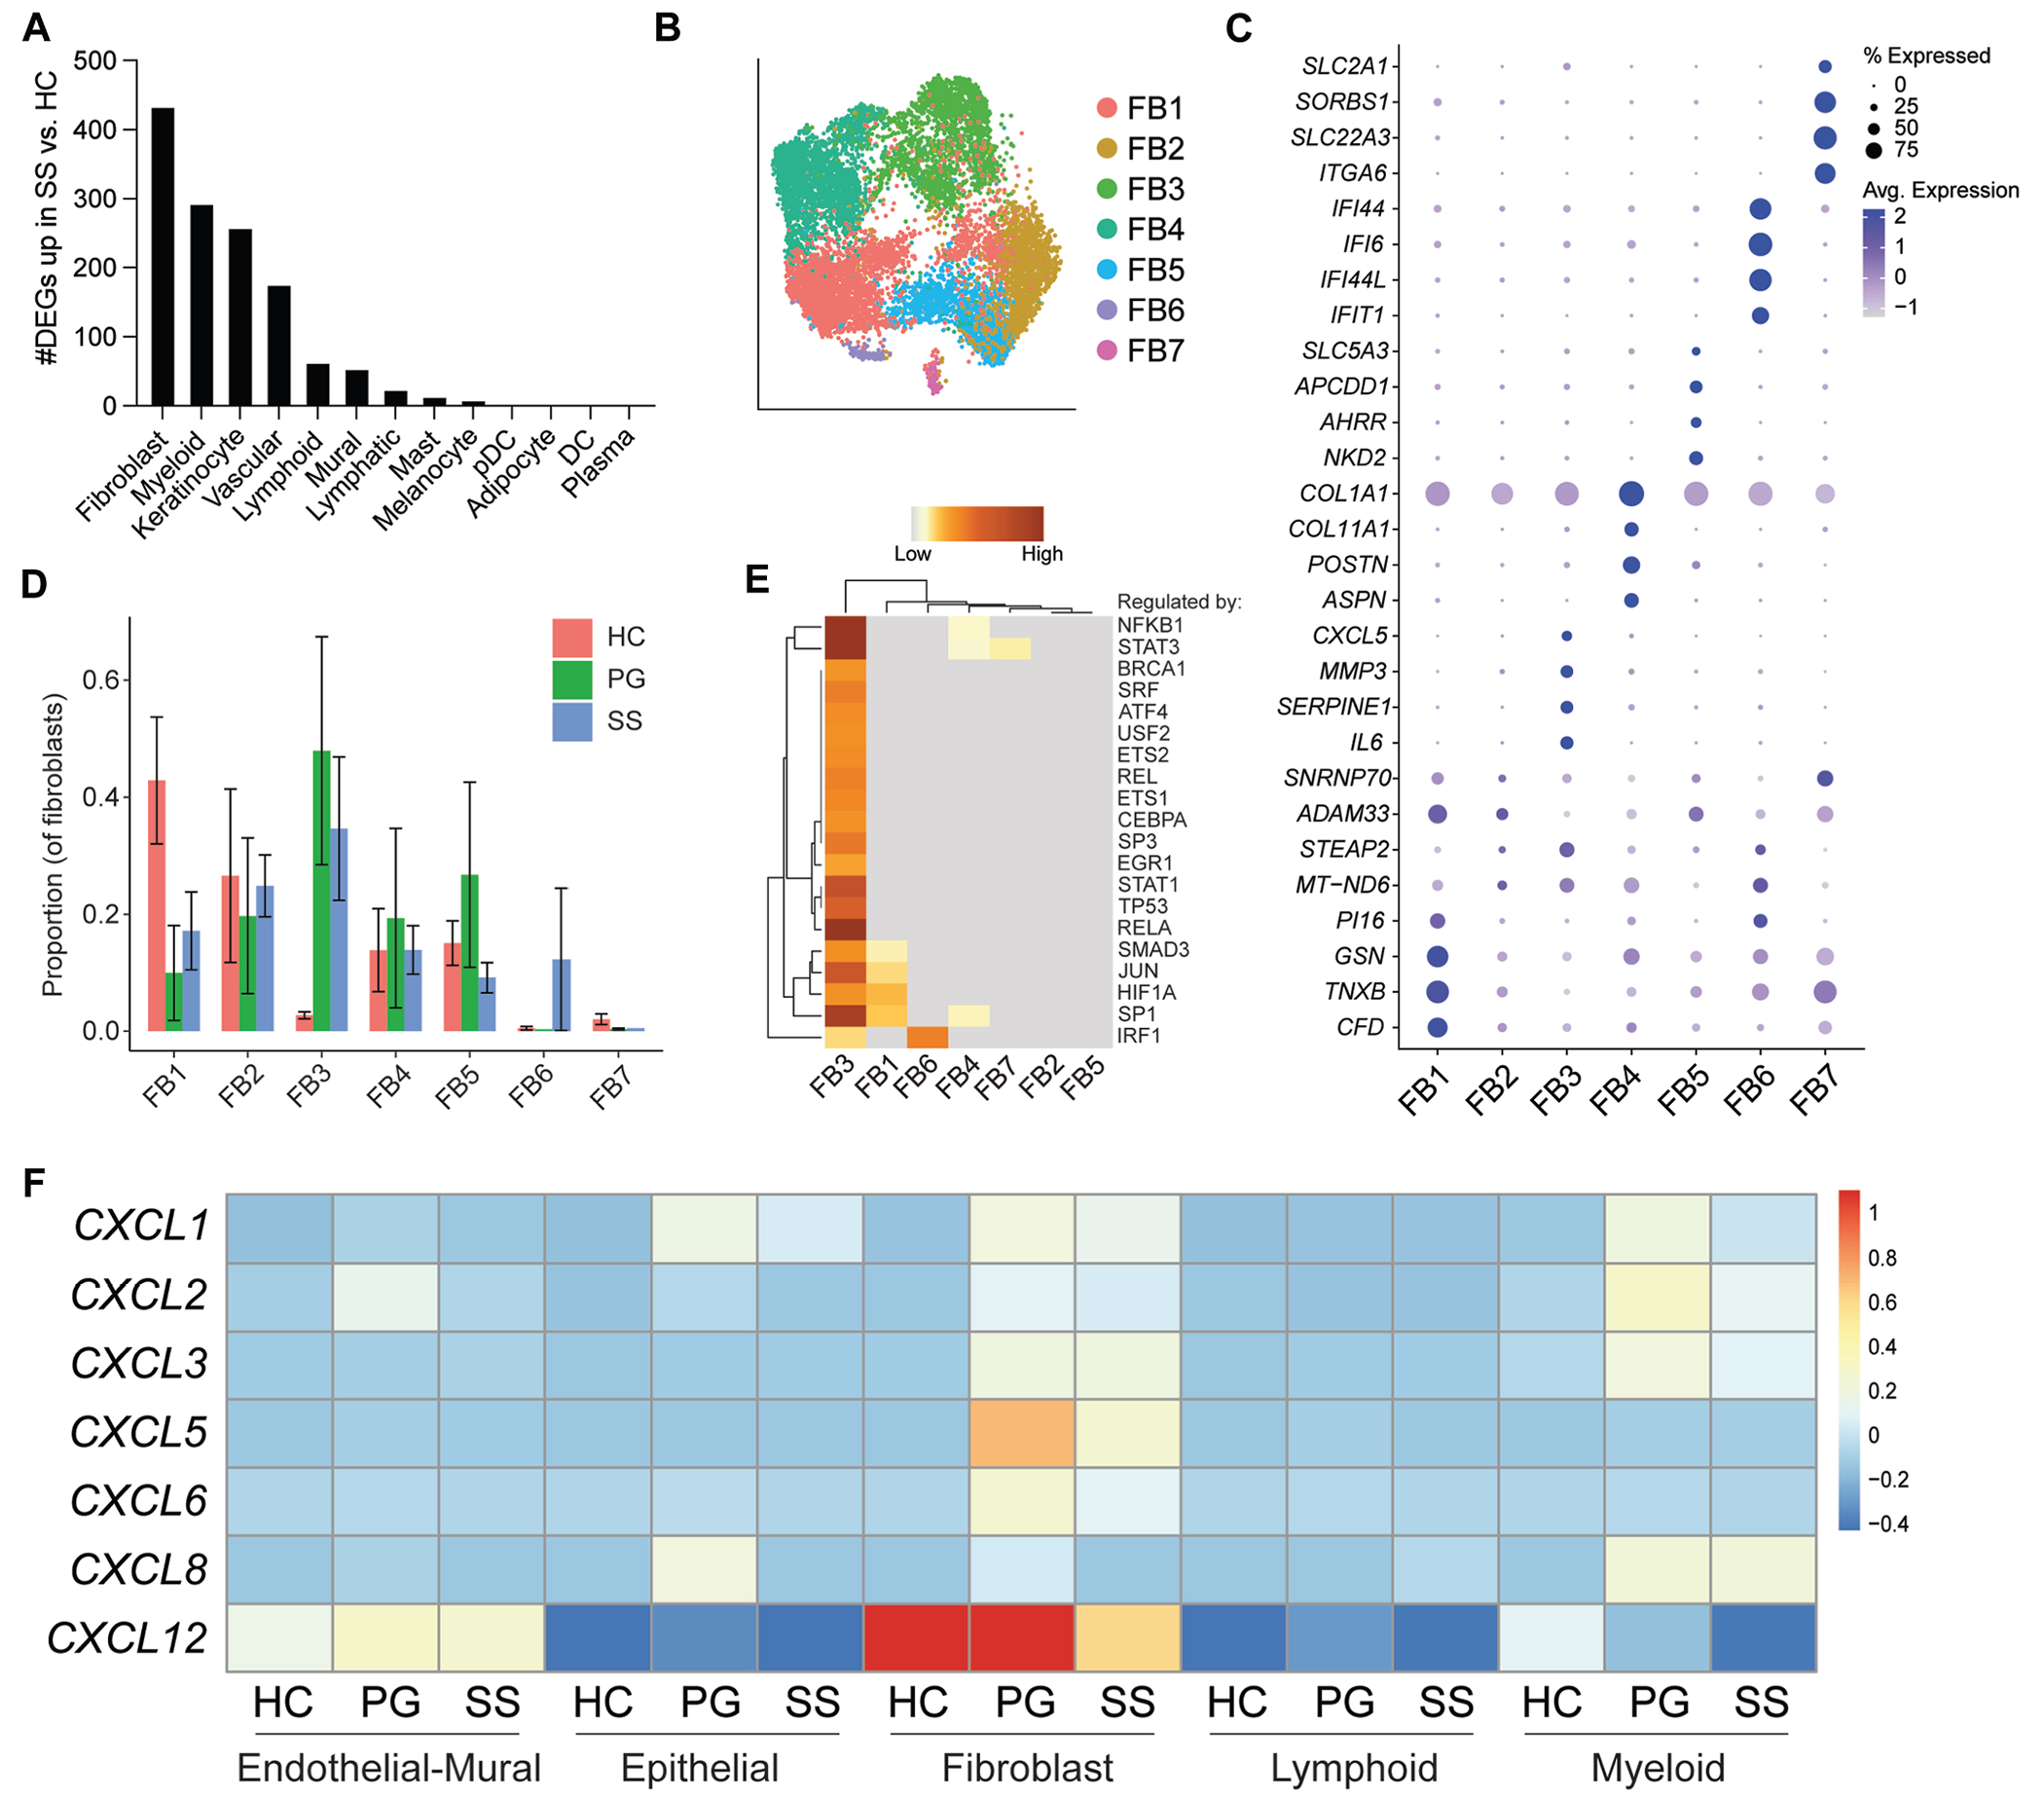
Interferon (IFN)-activated fibroblasts (FBs) are enriched in SS skin. **A,** Number of significantly upregulated genes (adjusted *P* value [*P*_adj_] < .05) in patients with SS versus patients with HC for each cell type. Differential expression analysis was performed using DESeq2. Pseudobulked data were used to control for cell number. **B,** Dimensionality reduction and unsupervised clustering of FBs, colored by subset. **C,** Expression of the top 4 marker genes per FB subset. **D,** Proportion of FB subsets for each condition. **E,** Pathway analysis inferring upstream transcription factors regulating gene expression for each cluster. **F,** Scaled expression of neutrophil chemokine CXCR2 ligands (*CXCL1, CXCL2, CXCL3, CXCL5, CXCL6*, and *CXCL8*) and CXCR4 ligand (*CXCL12*) across cell types for each condition. Keratinocytes, eccrine cells, and melanocytes were combined into the category epithelial. DCs, pDCs, mast cells, and myeloid cells were combined into the category myeloid. Plasma cells and lymphoid cells were combined into the category lymphoid. Vascular endothelial cells, lymphatic endothelial cells, and mural cells were combined into the category endothelial-mural. Proliferating cells and adipocytes were excluded. Error bars represent SEMs.

**FIG 3.**
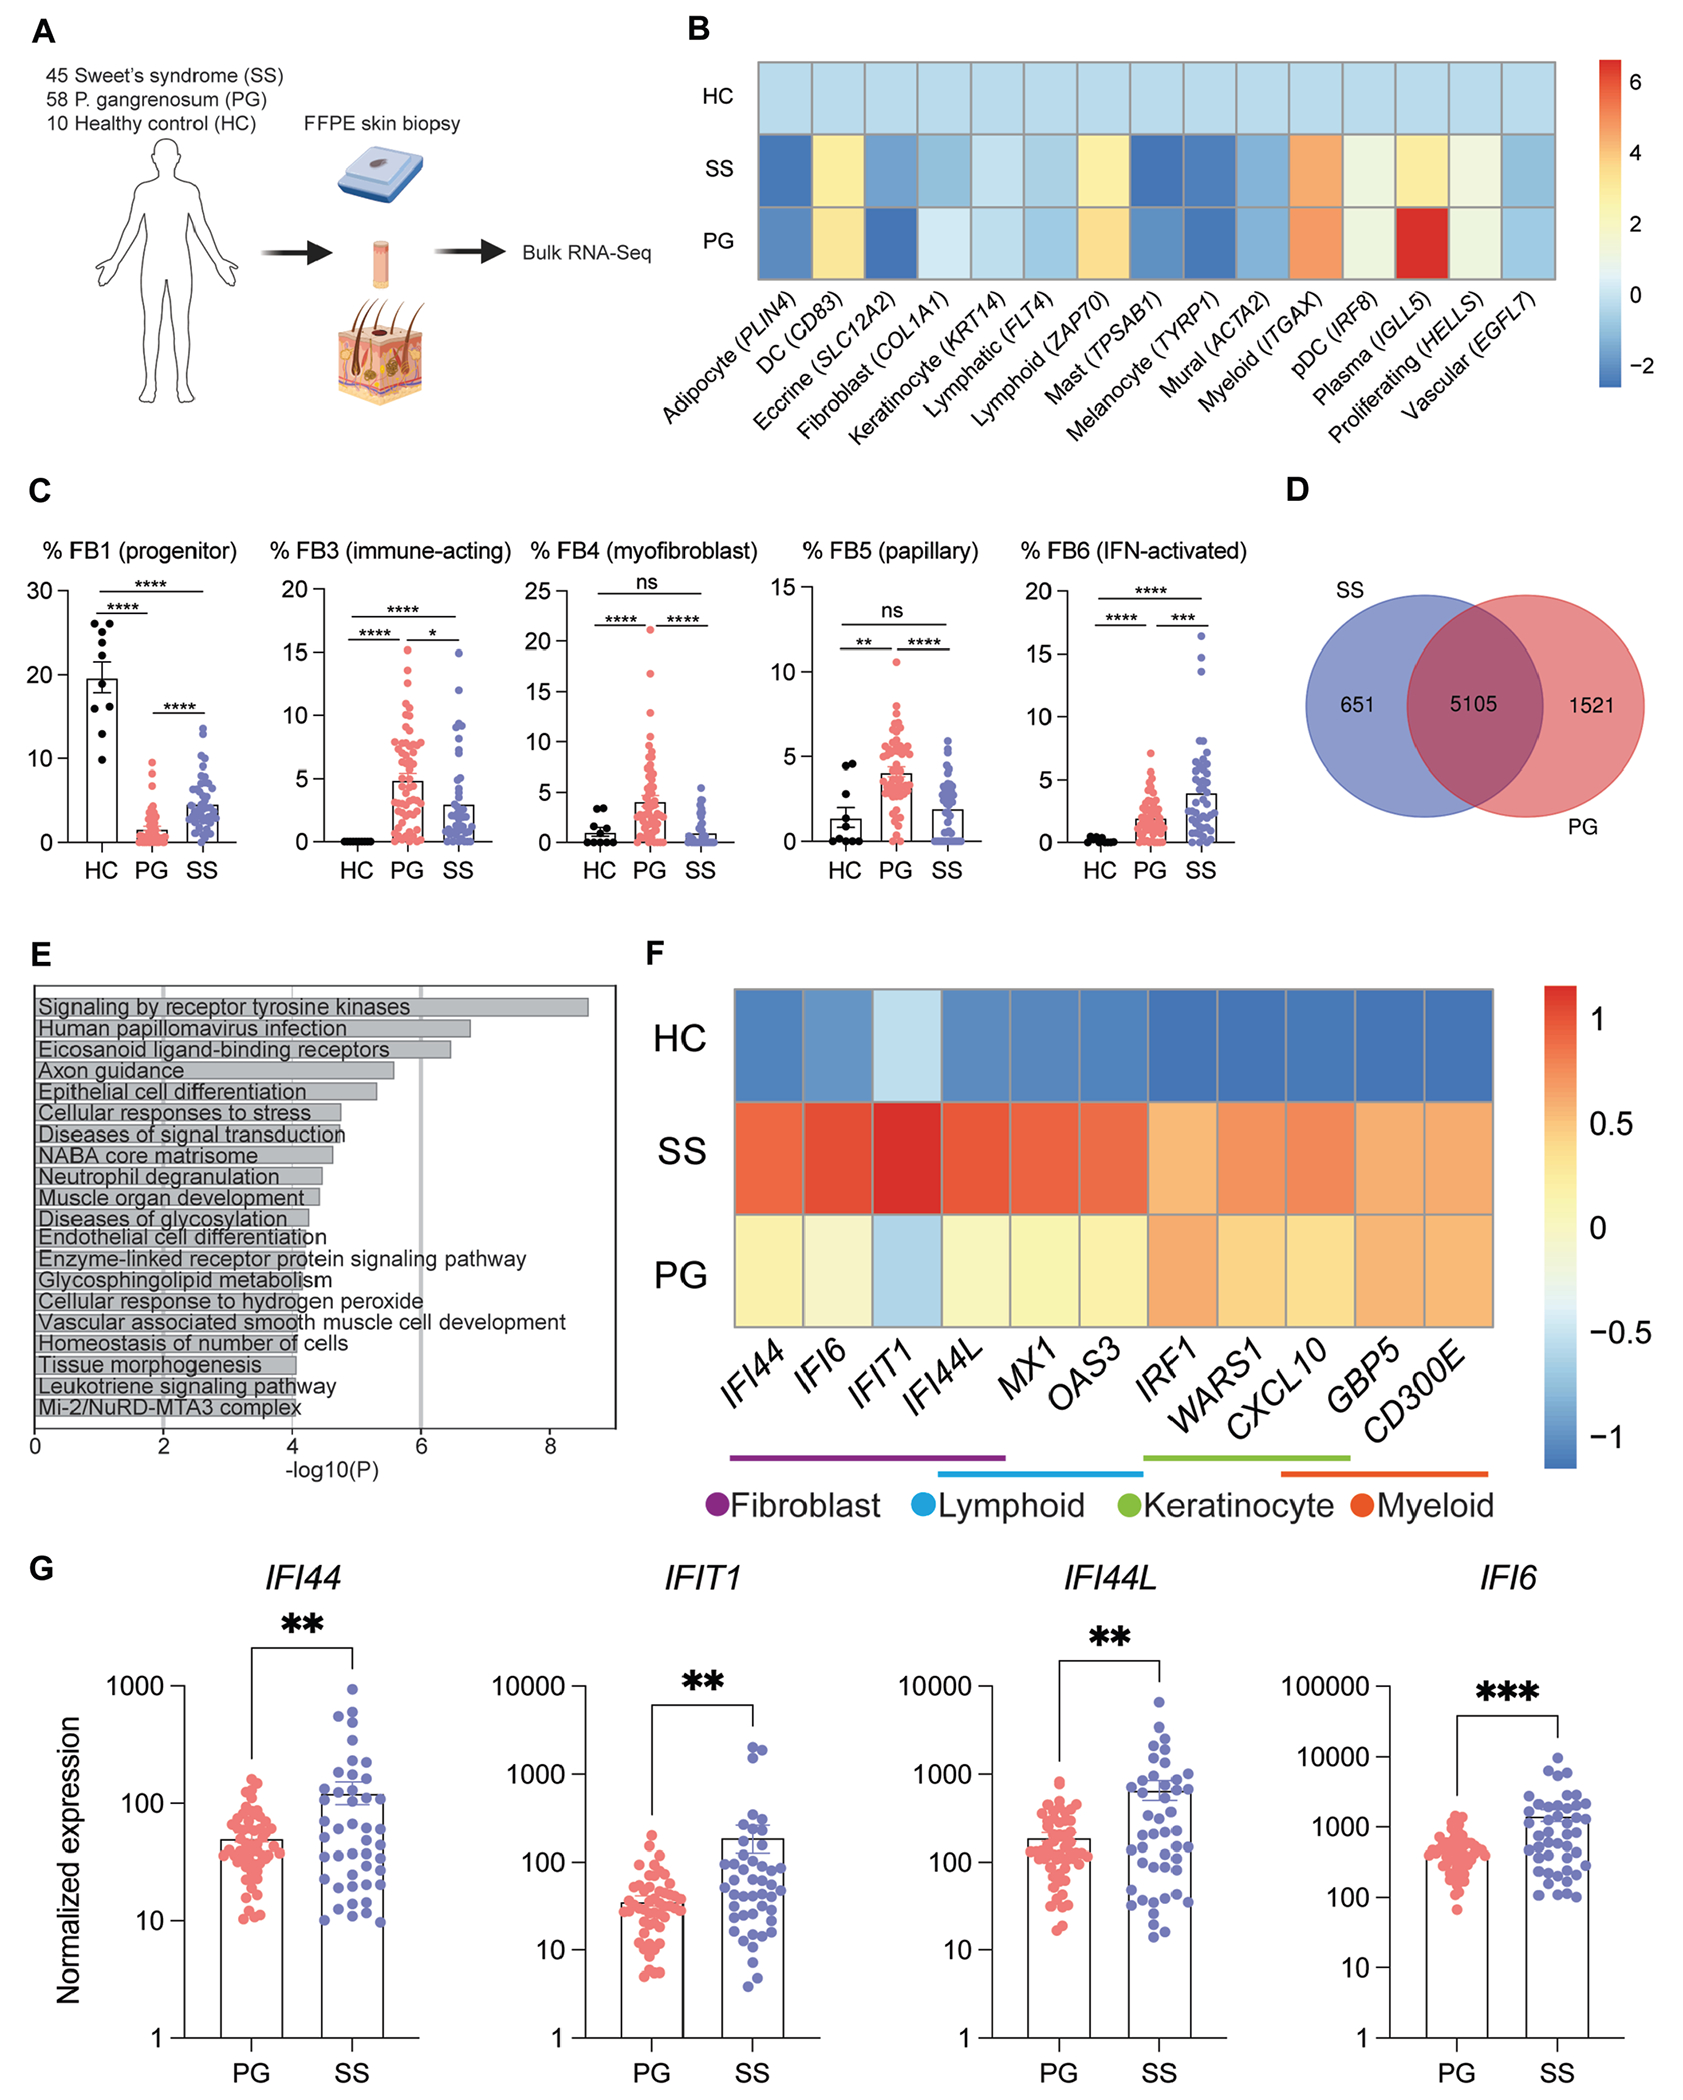
Bulk RNA-Seq of neutrophilic dermatoses and HC skin validates prominent interferon signature in SS. **A,** Experimental schematic. **B,** Cell type deconvolution of bulk RNA-Seq using unique marker genes from snRNA-Seq. Values represent log_2_ fold changes in samples from HCs versus samples from patients with SS and HCs versus samples from patients with PG. **C,** Frequency of fibroblast (FB) subsets by machine learning–based cell type deconvolution with CIBERSORTx. Each dot represents 1 patient. **D,** Number of differentially expressed genes (up and down [adjusted *P* value (*P*_adj_) < .05]) in patients with SS and patients with PG compared with HCs. **E,** Pathway analysis with the 651 differentially expressed genes unique to SS. **F,** Bulk RNA-Seq expression of interferon (IFN)-induced genes marking each cellular compartment in snRNA-Seq data, scaled by column. Values represent log_2_ fold changes from HCs versus patients with SS and HCs versus patients with PG. **G,** Bulk RNA-Seq expression of IFN-induced genes marking IFN-activated FB6. Each dot represents 1 patient. *P < .05; **P < .01; ***P < .001; and ***P < .0001 using unpaired *t* tests. Error bars represent SEMs.

**FIG 4.**
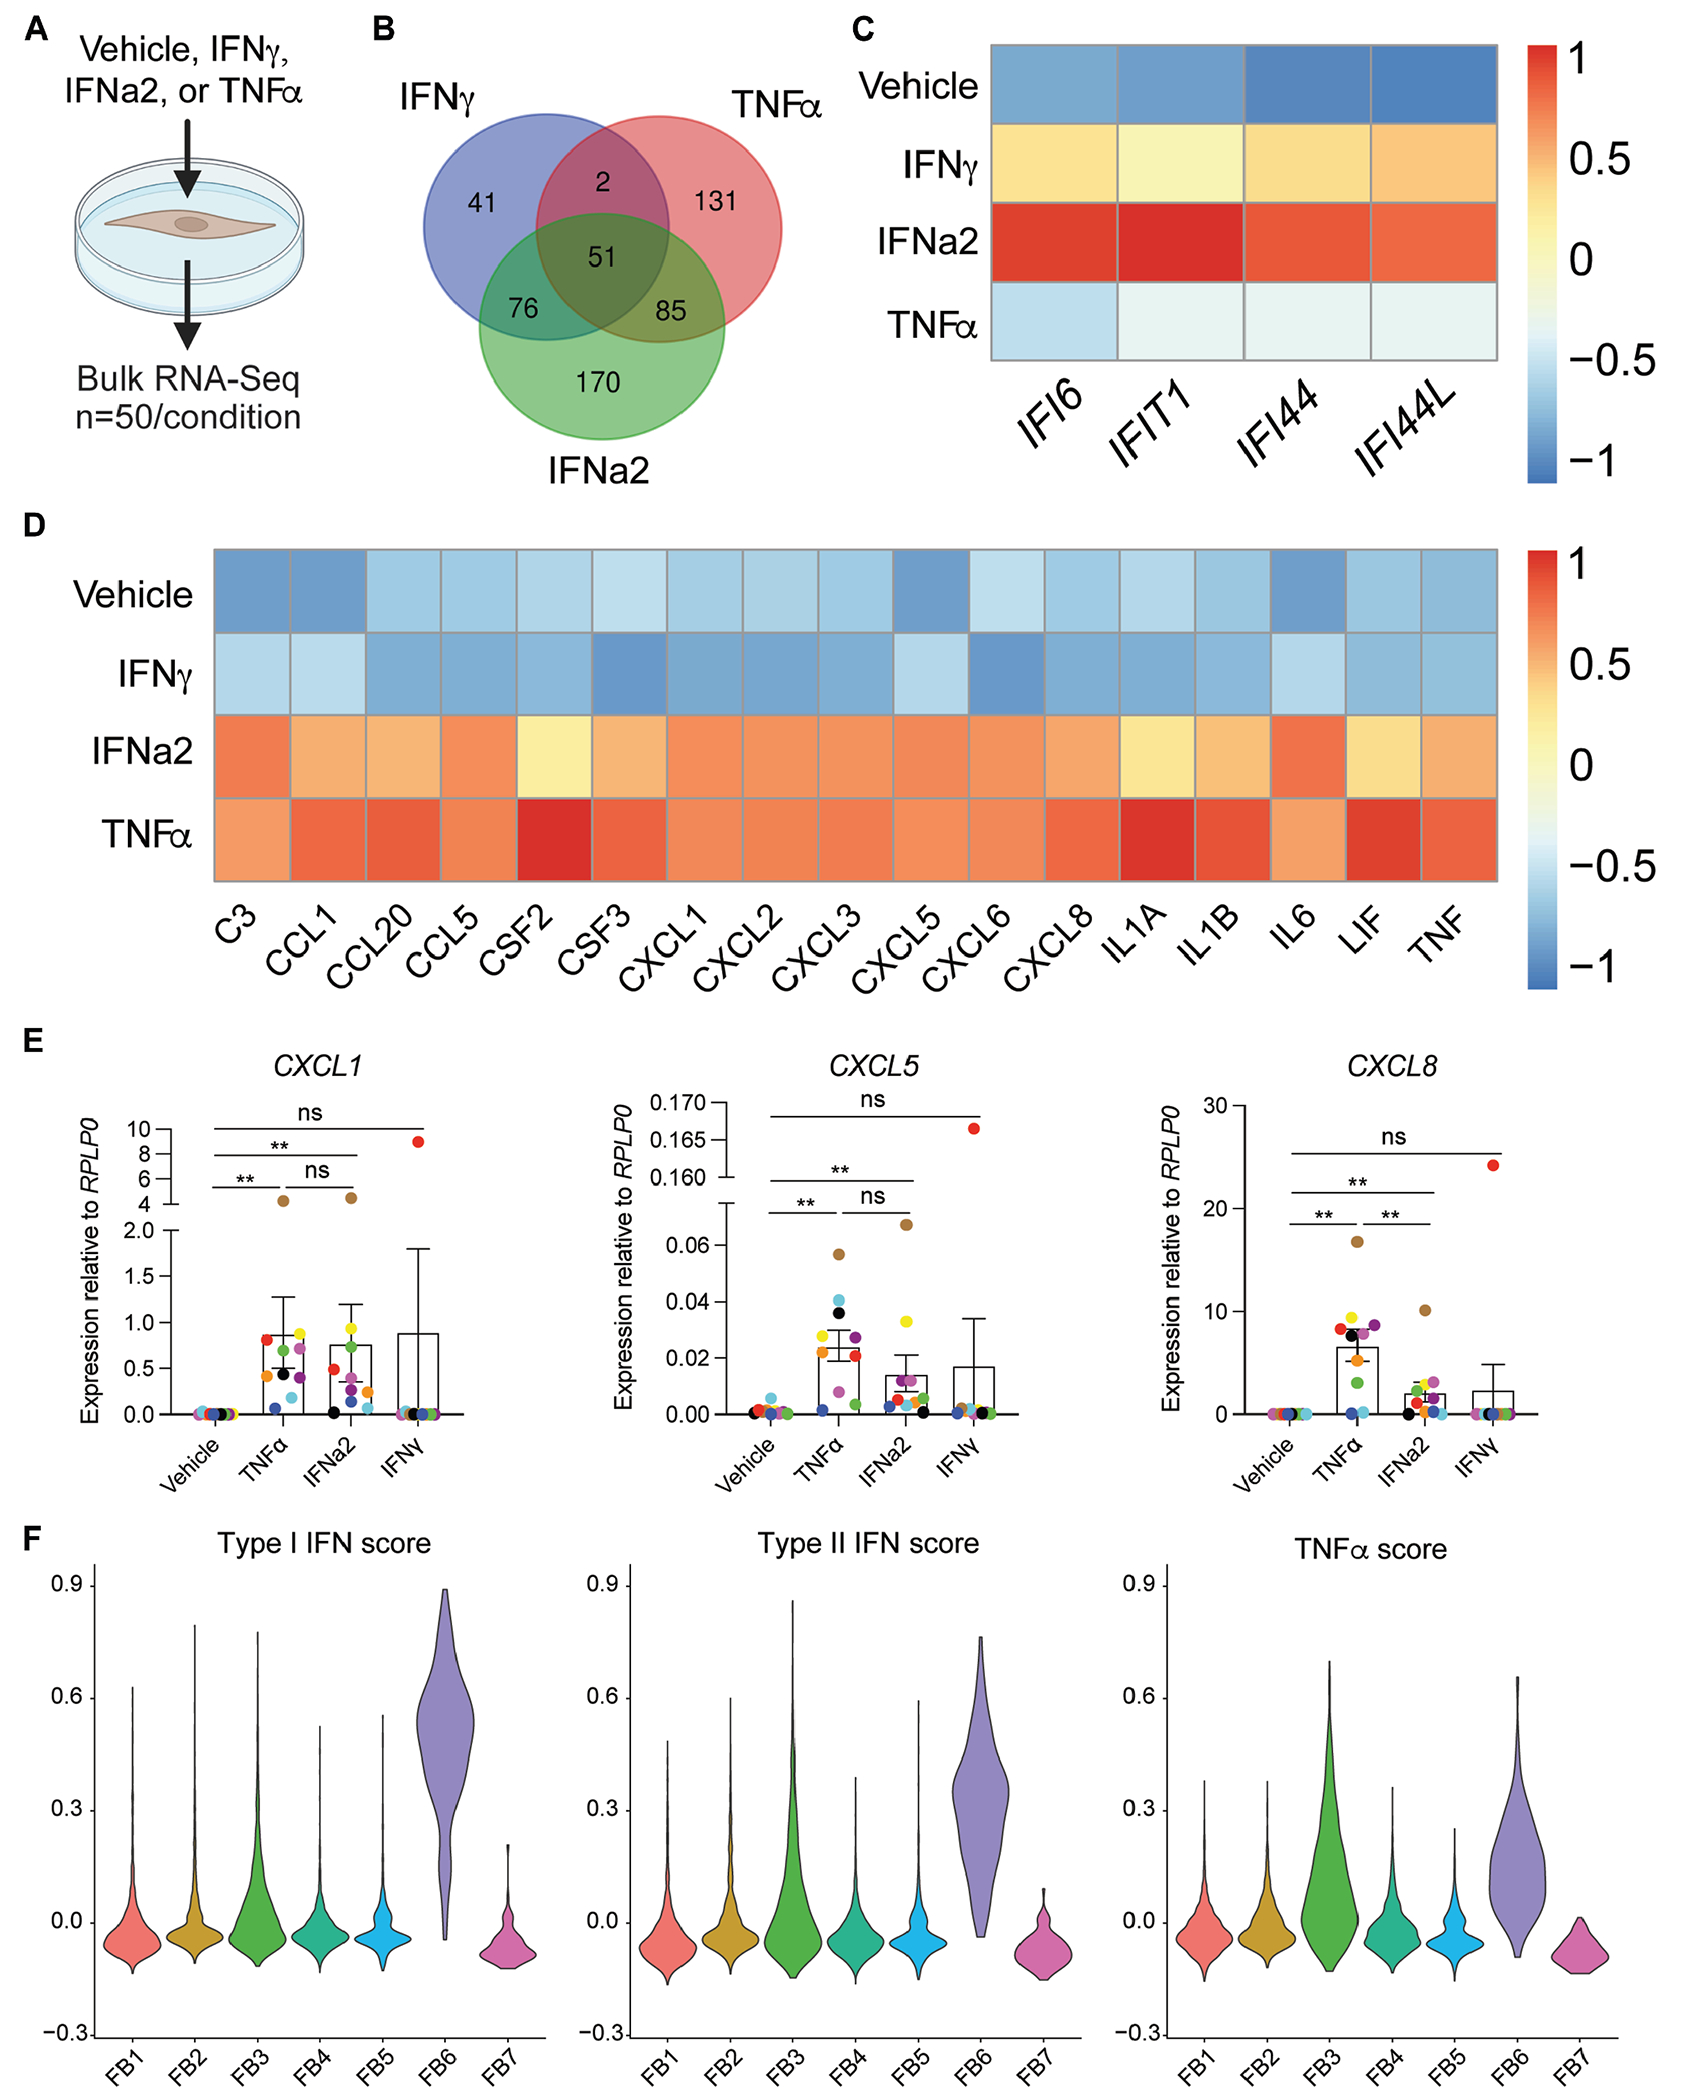
Cultured primary human dermal fibroblasts (FBs) are activated by type 1 interferon (IFN) to express neutrophil chemokines. **A,** Schematic of *in vitro* assay to test significance of IFN signature in primary human dermal FBs. **B,** Venn diagram comparing the number of genes highly upregulated (adjusted *P* value [*P*_adj_] < .05; log_2_ fold change > 3) per stimulus. **C,** Bulk RNA-Seq–normalized gene expression of IFN-induced genes marking FB6 that were highly upregulated by IFN-γ and IFNa2 but not by TNFα. **D,** Bulk RNA-Seq–normalized gene expression of select neutrophil chemokines, myeloid growth factors, and proinflammatory cytokines that were highly upregulated by TNF-α and IFNa2 but not by IFN-γ. **E,** qPCR expression of neutrophil chemokines in stimulated dermal FBs. Each color represents a single donor. **F,** IFN-γ, IFNa2, and TNF-α signature scores in snRNA-Seq FB subsets using all significantly upregulated genes (*P*_adj_ < .05) by each cytokine *in vitro*. *P < .05; **P < .01; ***P < .001; and ****P < .0001 using the Wilcoxon matched-pairs signed rank test. Error bars represent SEMs. *ns*, Not significant.

**FIG 5.**
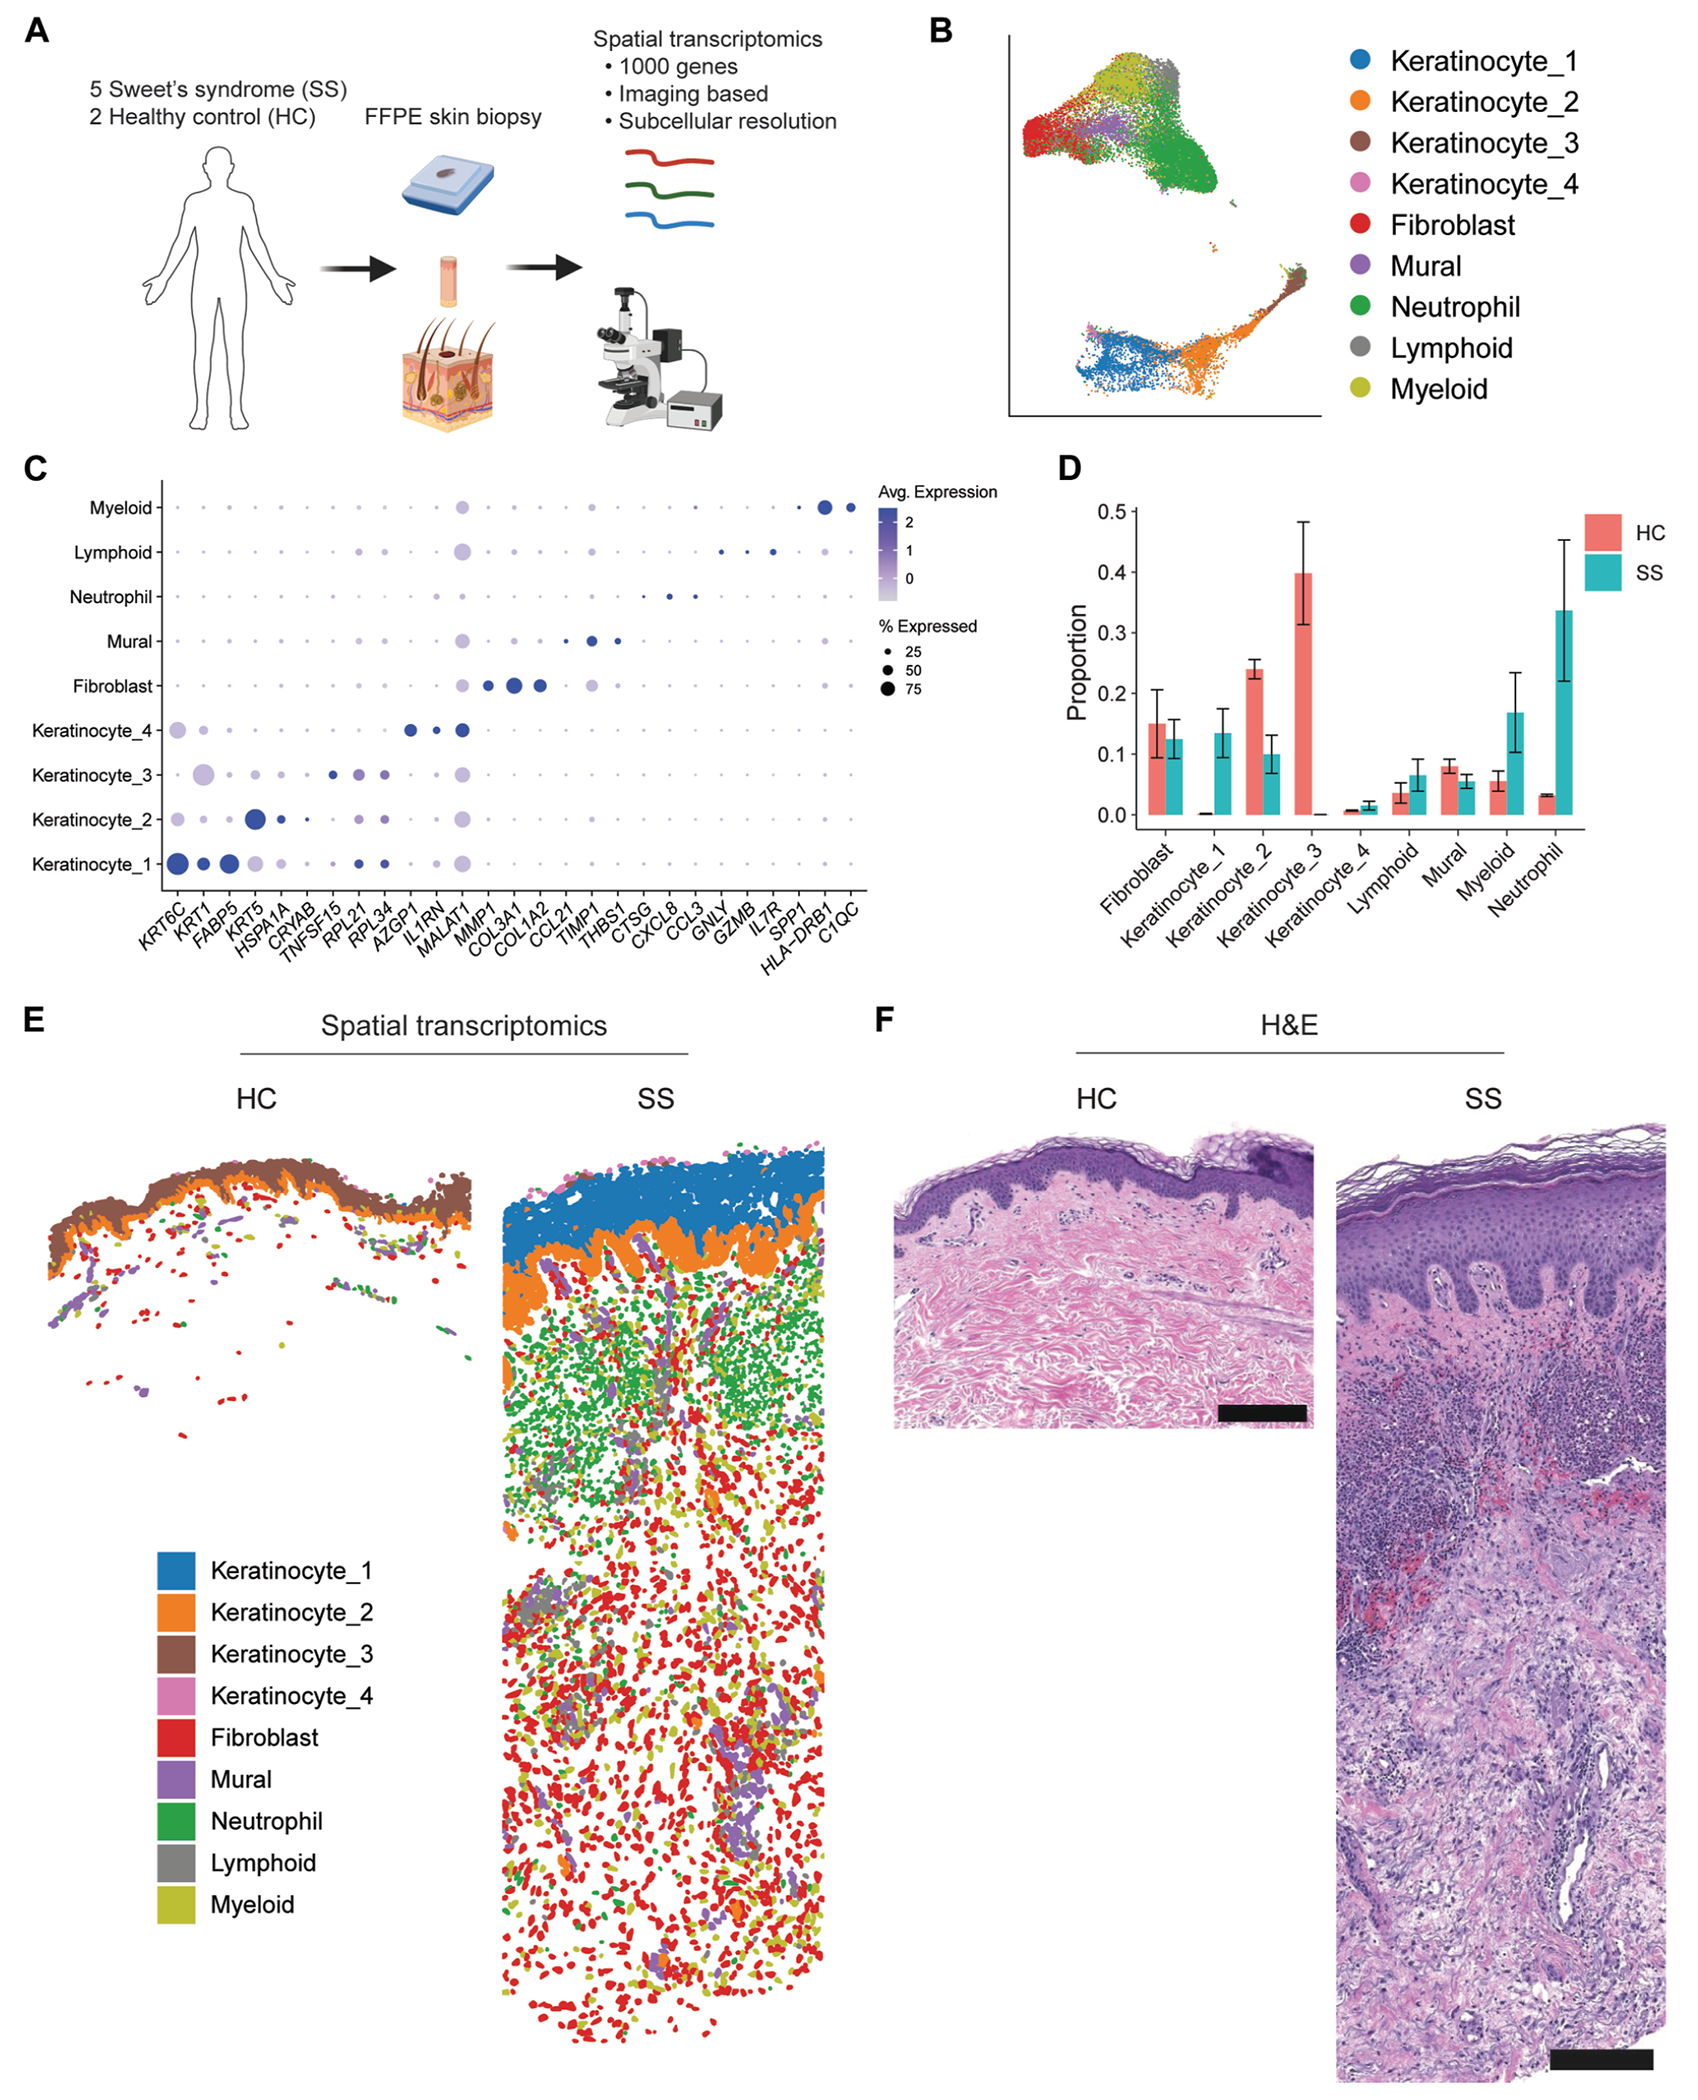
Subcellular resolution spatial transcriptomics of SS and HC skin. **A,** Experimental schematic using the Nanostring CosMx subcellular resolution spatial transcriptomics platform. **B,** Dimensionality reduction and unsupervised clustering, colored by cluster. **C**, Expression of the top 3 marker genes per cluster. **D,** Proportion of clusters for each condition. **E,** Clusters projected onto representative tissue sections from HCs (HC 2) and patients with SS (patient with SS 4). **F,** Hematoxylin and eosin (H&E) staining of adjacent tissue sections from HCs and patients with SS. Scale bar = 200 μm. Error bars represent SEMs.

**FIG 6.**
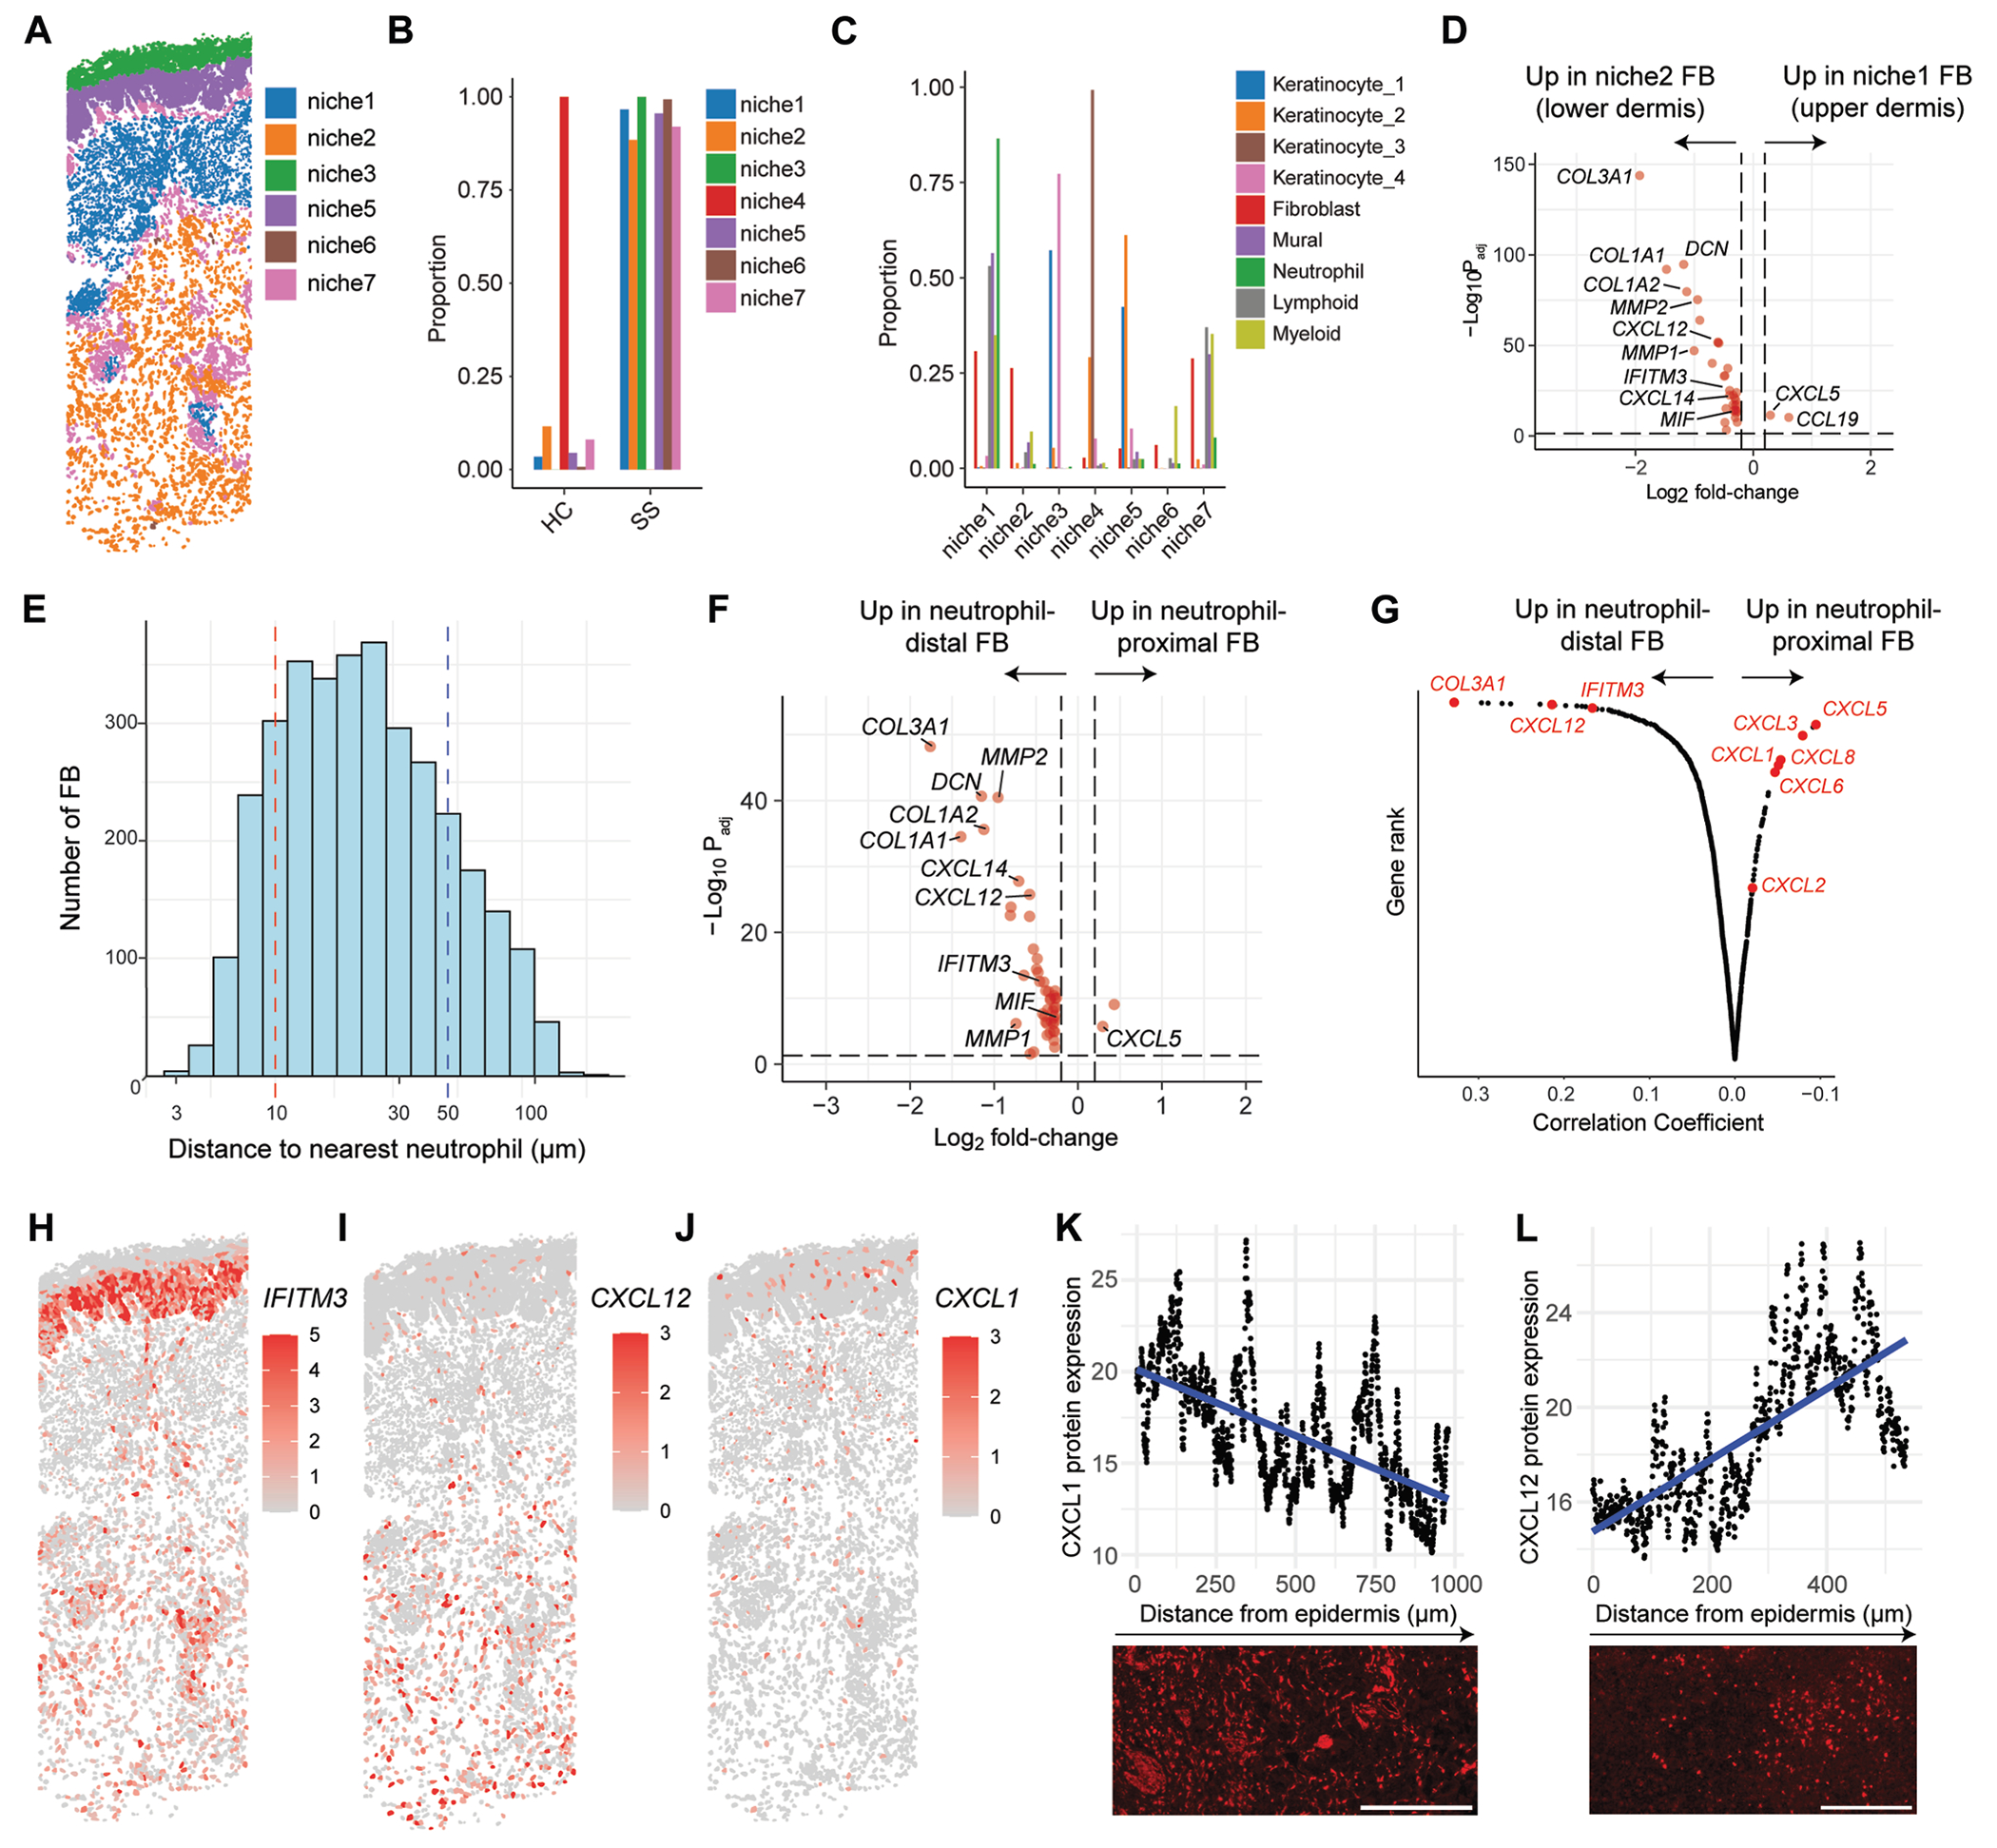
Niche analysis reveals positionally distinct immune-acting fibroblasts (FBs) in SS skin. **A,** Niche analysis projected onto SS tissue. **B,** Proportion of each niche per condition. **C,** Proportion of each cell type per niche (includes all conditions). **D,** Differential expression analysis between FBs in upper dermal niche 1 and FBs in lower dermal niche 2. Adjusted *P* value (*P*_adj_) threshold = .05. Log_2_ fold change (FC) threshold = 0.2. **E,** Distribution of FB distance to nearest neutrophil. **F,** Differential expression between neutrophil proximal FBs (<30 μm) and neutrophil distal FBs (>300 μm). *P*_adj_ threshold = .05. Log_2_ fold change (FC) threshold = 0.2. **G,** Rank order of genes based on correlation with FB distance to nearest neutrophil. SS expression of interferon-induced gene *IFITM3* (**H**) and neutrophil chemokines *CXCL12* (**I**) and *CXCL1* (**J**). **K,** Protein immunostaining of CXCL1 in SS (*bottom*) and quantification of expression as a function of distance from epidermis (*top*). Scale bar = 300 μm. The experiment was conducted twice. **L,** Protein immunostaining of CXCL12 in SS (*bottom*) and quantification of expression as a function of distance from epidermis (*top*) Scale bar = 150 μm. The experiment was conducted twice.

## Abbreviations used

DC: Dendritic cell
FFPE: Formalin-fixed, paraffin-embedded
HC: Healthy control
IAF: Immune-acting fibroblast
IRF1: Interferon response factor 1
pDC: Plasmacytoid dendritic cell
PG: Pyoderma gangrenosum
qPCR: Quantitative PCR
RNA-Seq: RNA sequencing
snRNA-Seq: Single-nucleus RNA sequencing
SS: Sweet syndrome

# Supplementary material for: Positionally distinct interferon-stimulated dermal immune-acting fibroblasts promote neutrophil recruitment in Sweet syndrome
**Source:** J Allergy Clin Immunol. Author manuscript; Available in PMC 2025 Dec 4.
**Supplement:** 1

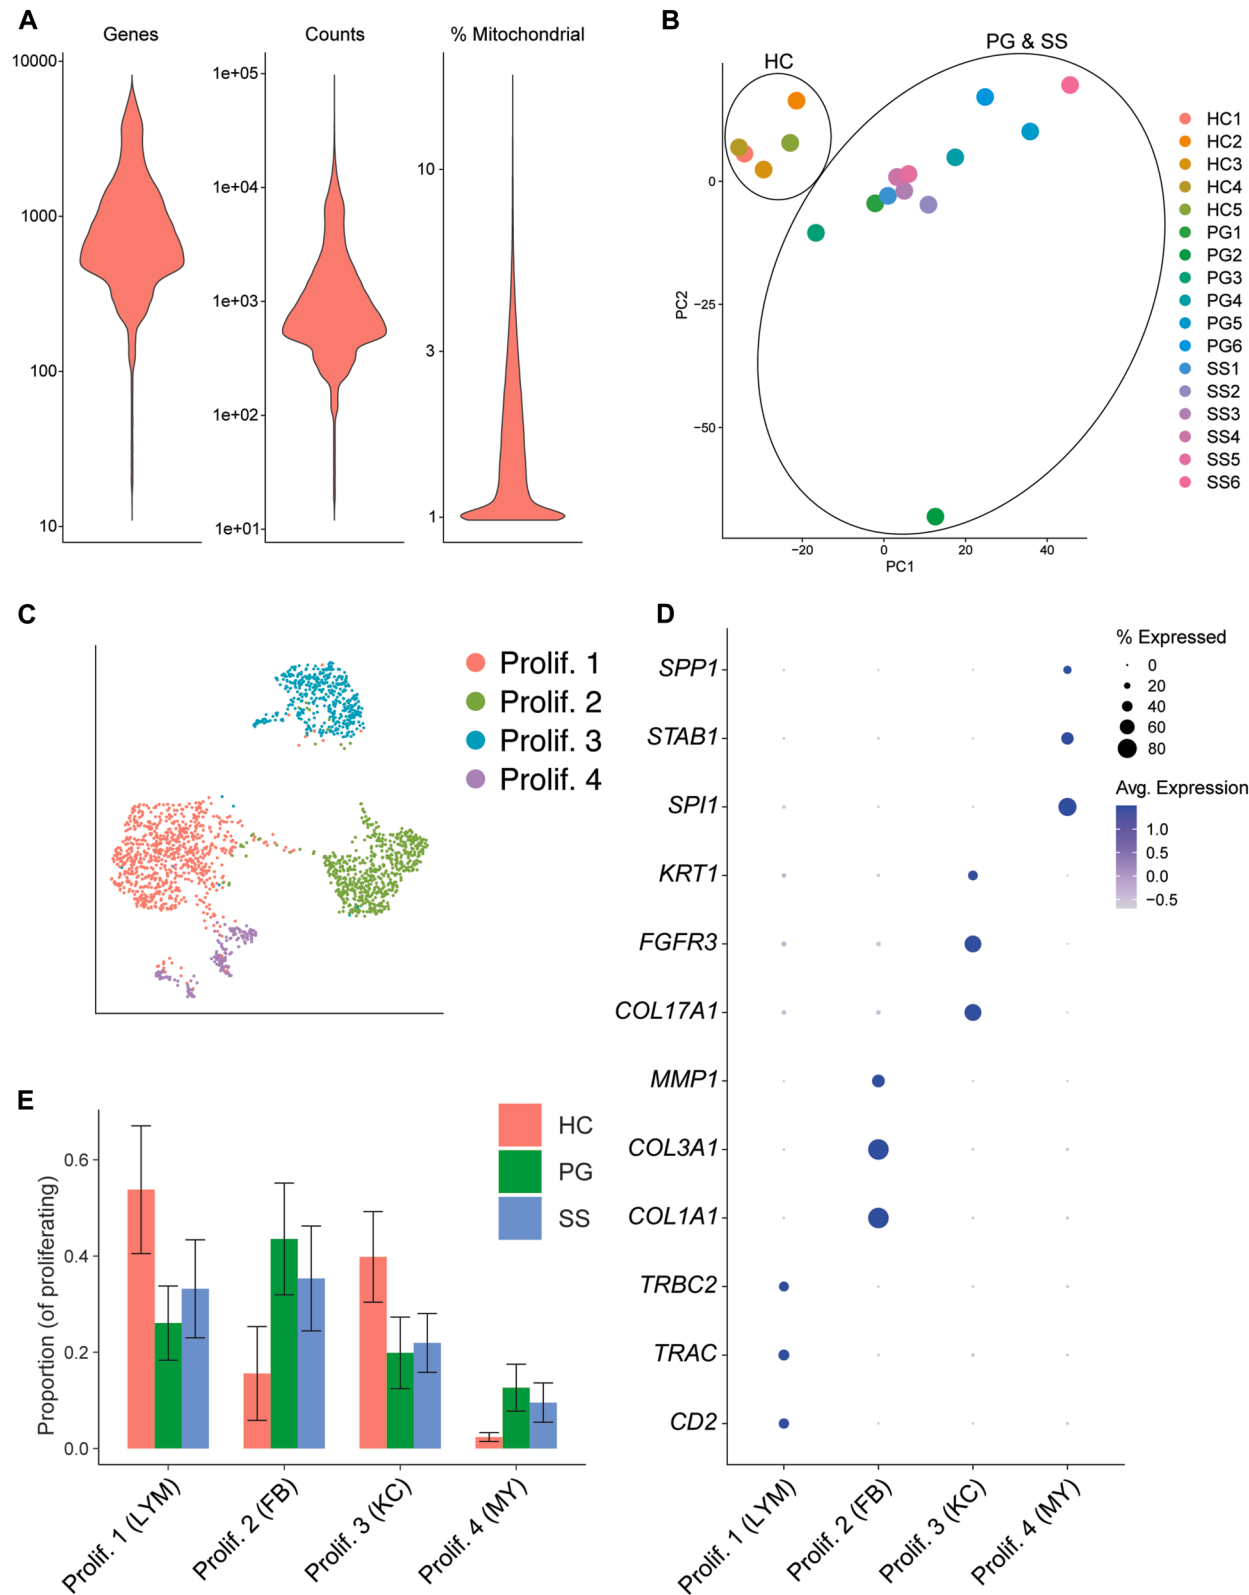

**FIG E1.** Single-nucleus RNA-Seq quality control and proliferating cell identification. **A**, Distribution of genes, unique counts, and percent mitochondrial reads in the snRNA-Seq data set following removal of low-quality cells and doublets. **B**, Principal component analysis of pseudobulked snRNA-Seq data. **C**, Dimensionality reduction and unsupervised clustering of proliferating cells, colored by cluster. **D**, Expression of top 3 marker genes for proliferating cell subsets. **E**, Proportion of proliferating cell subsets for each condition. Error bars represent SEMs. *FB*, Fibroblast; *IFN*, interferon; *LYM*, lymphoid cell; *KC*, keratinocyte; *MY*, myeloid cell. *Prolif.*, proliferating.

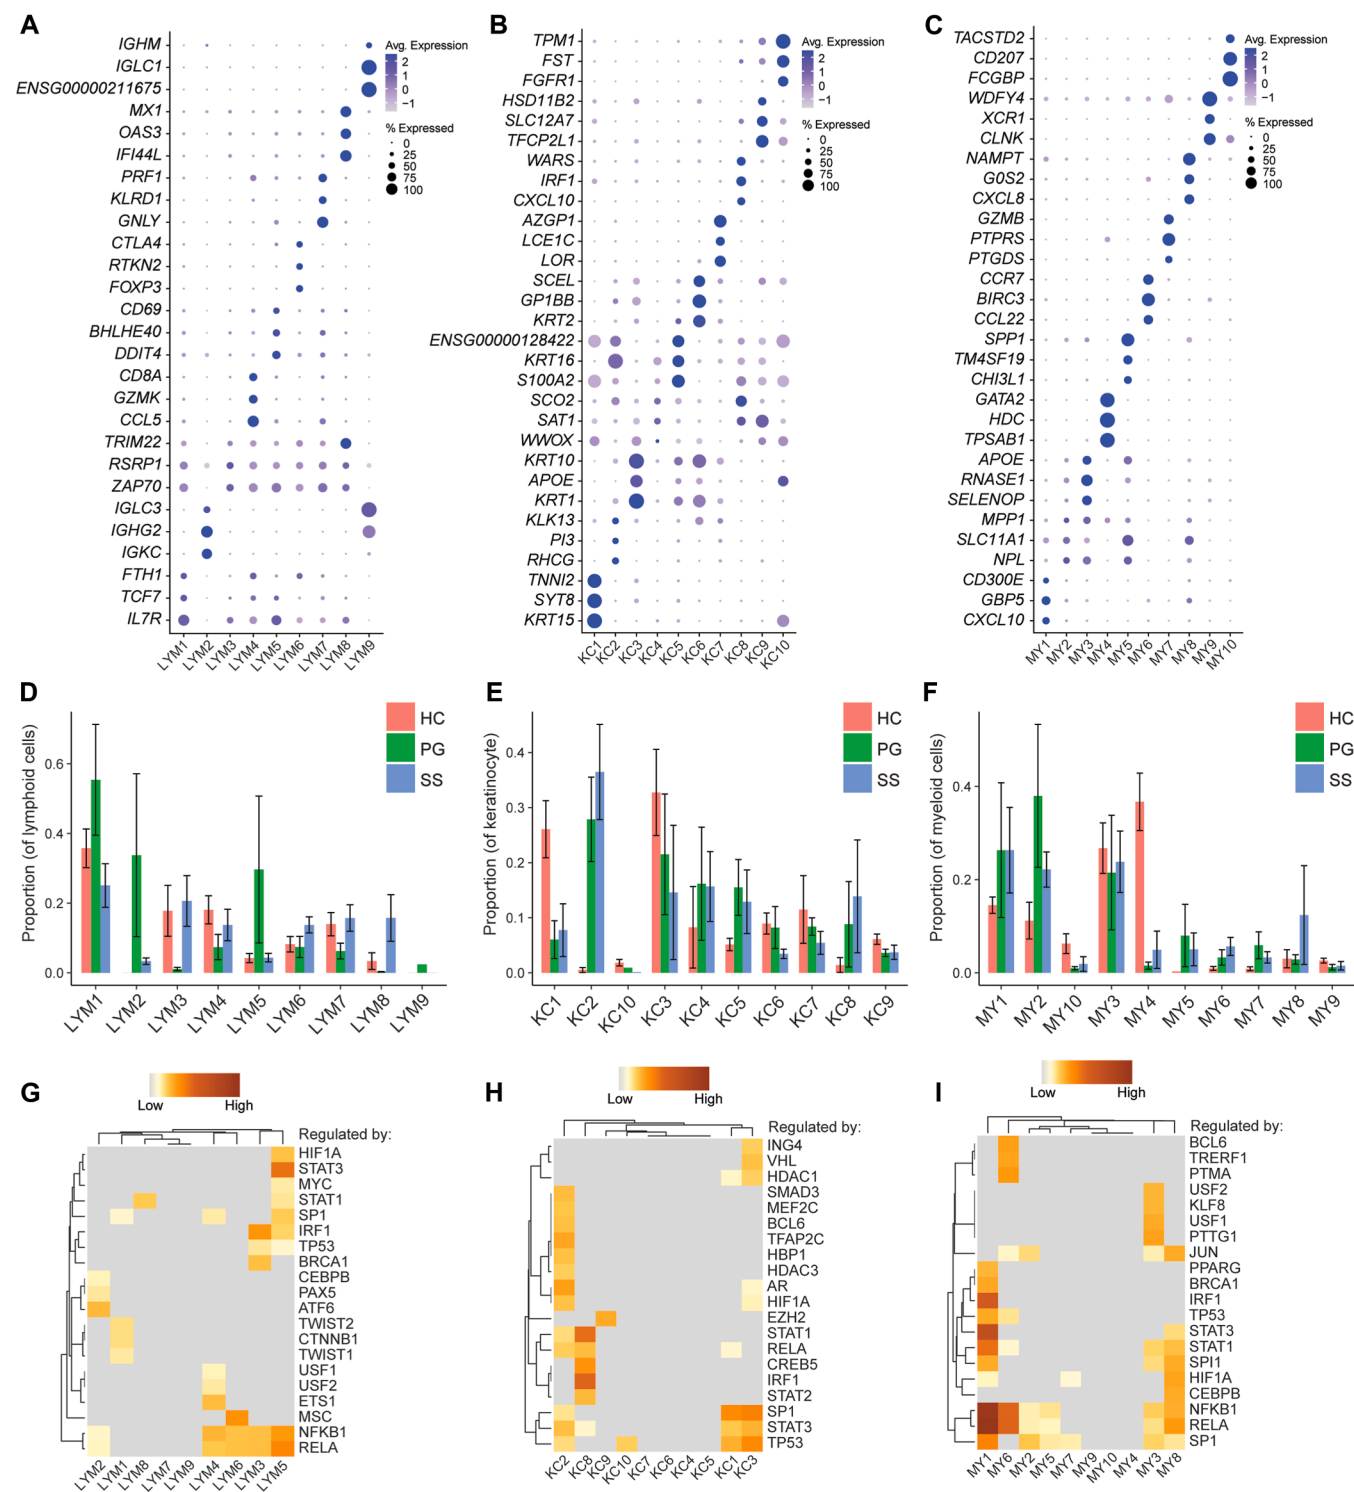

**FIG E2.** Interferon (IFN)-activated lymphocytes (LYMs), keratinocytes (KCs), and myeloid cells (Mys) are enriched in SS. **A**, Expression of top 3 marker genes for LYM subsets. **B**, Expression of top 3 marker genes for KC subsets. **C**, Expression of top 3 marker genes for MY subsets. **D**, Proportion of lymphoid cell subsets for each condition. **E**, Proportion of KC subsets for each condition. **F**, Proportion of MY subsets for each condition. **G-I**, LYM (**G**), KC (**H**), and MY (**I**) subset pathway analysis using significant differentially expressed genes ( $P_{adj} < .05$ ) between clusters. Error bars represent SEMs.

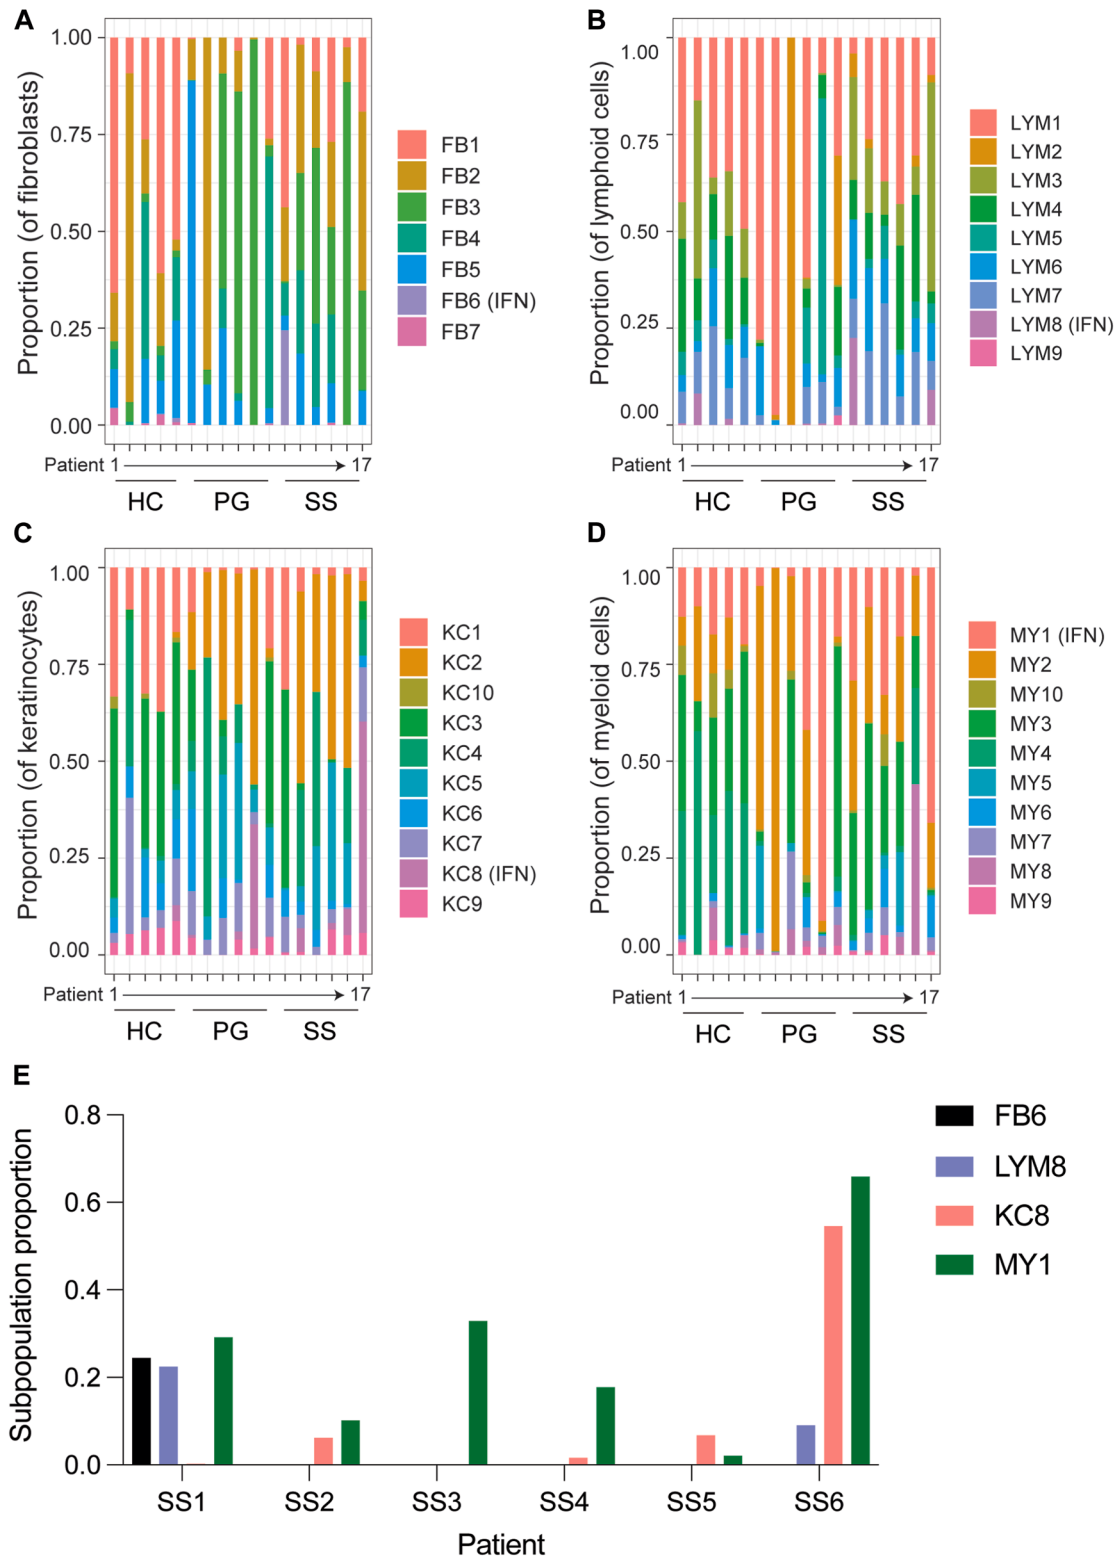

**FIG E3.** Cellular compartment with interferon (IFN) signature varies between patients with SS. **A**, Proportion of fibroblast (FB) subsets per patient. **B**, Proportion of lymphoid cell (LYM) subsets per patient. **C**, Proportion of keratinocyte (KC) subsets per patient. **D**, Proportion of myeloid cell (MY) subsets per patient. **E**, Proportion of IFN-activated subpopulations (of parent population) split by individual patient with SS.

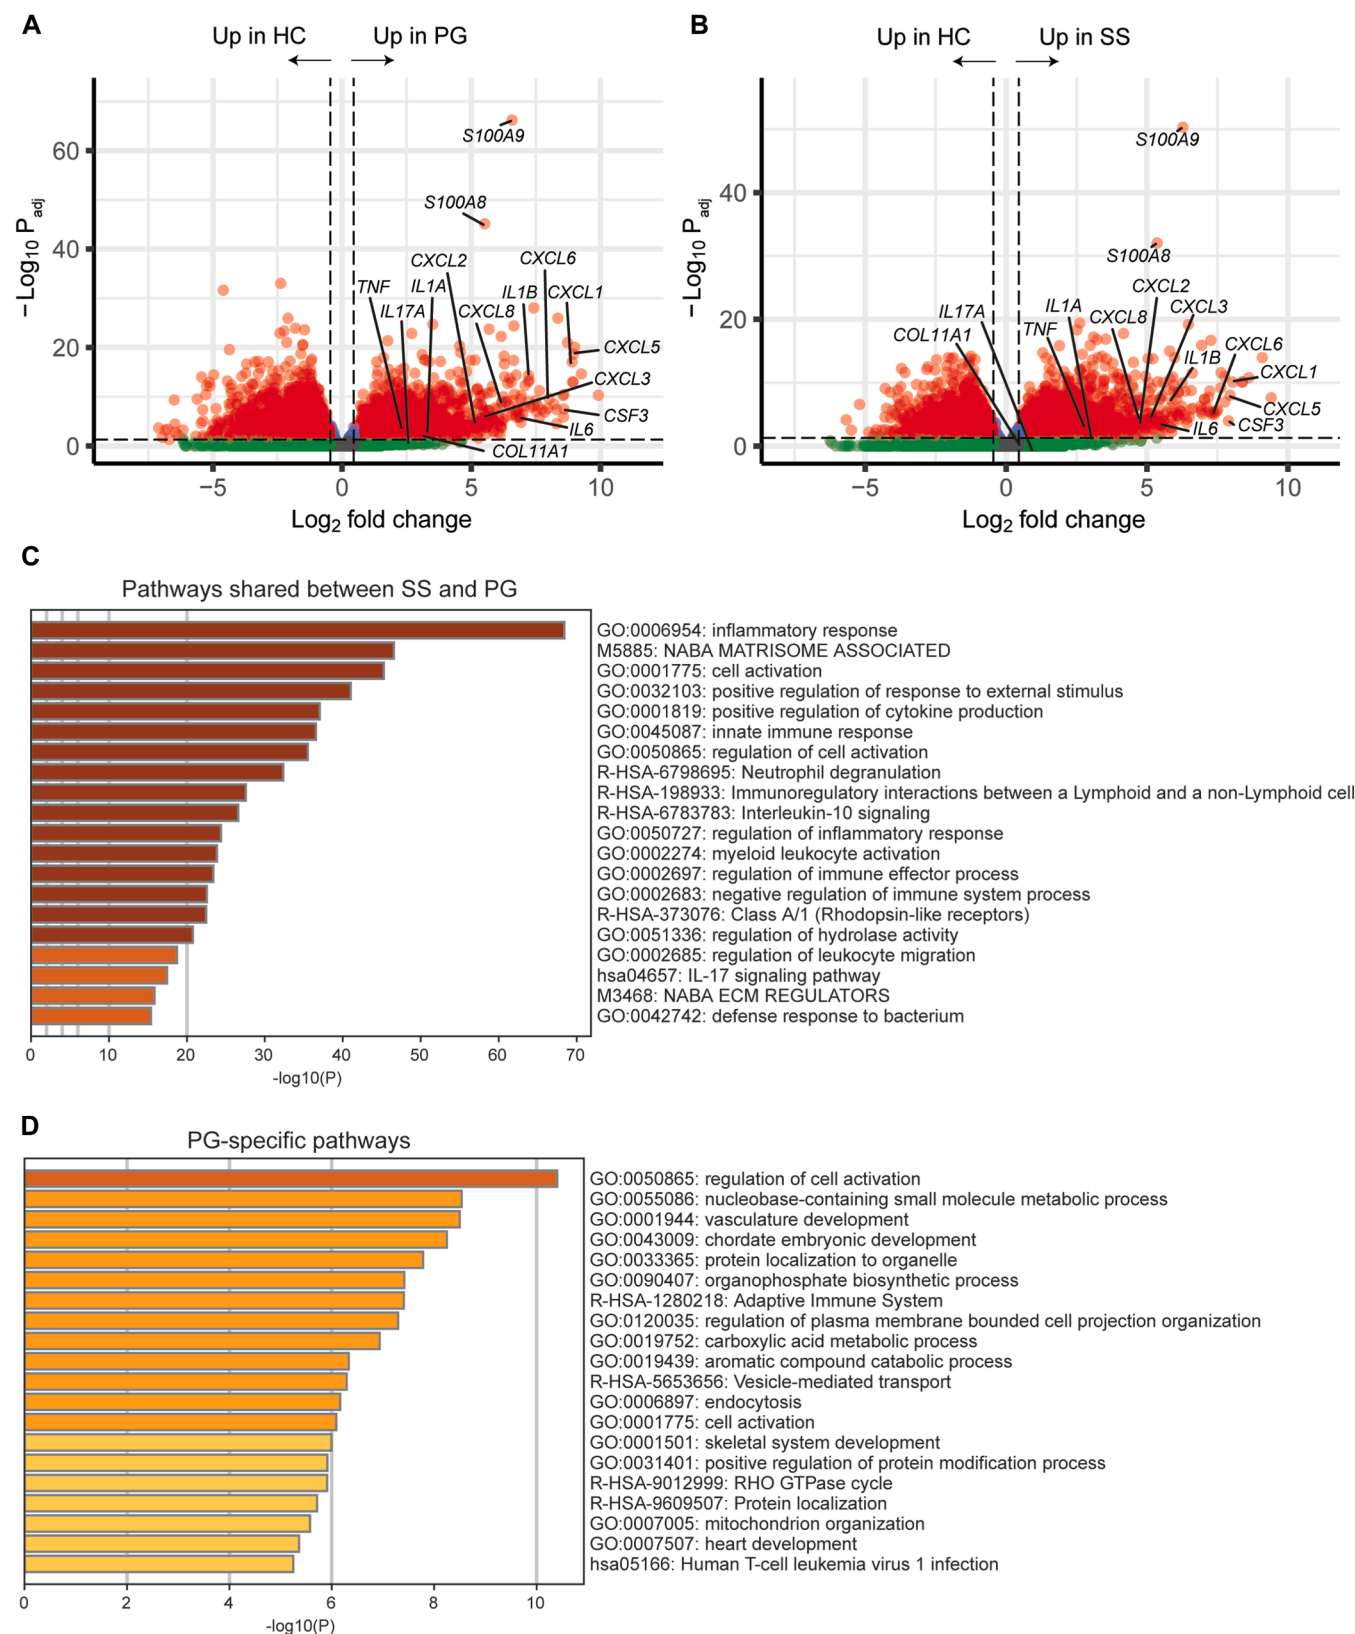

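With the fold change threshold of 0.45 added to the adjusted p, 7189 genes were called in PG versus HC and 6376 in SS versus HC. S100A8, on chromosome 1 of hg38 from 153390032 to 153391073, averaged 67.4 ± 98.1 CPM (SD, n = 10) in HC, 4724 ± 2169 (n = 58) in PG and 4052 ± 1791 (n = 45) in SS. Its log2 fold change was 6.11 in PG (SE 0.44, adjusted p = 2.3e-23) and 5.89 in SS (SE 0.43, adjusted p = 5.2e-22) by edgeR's quasi-likelihood test. In the first library series these were 5.51 and 5.24, and in the second 7.06 and 6.92. With 1 HC library left out, S100A8 ranged from 5.94 to 6.99 in PG and from 5.72 to 6.78 in SS. S100A9, from 153357854 to 153361023 on the same chromosome, changed by 6.63 in PG and 6.28 in SS. CSF3 had 0 counts in all HC libraries, and against the value that this allows, with its common factor of 5, it was at least 4.04-fold higher in PG and at least 2.41-fold higher in SS.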

**FIG E4.** SS and PG bulk RNA-Seq. **A**, Differentially expressed genes in patients with PG versus in HCs. **B**, Differentially expressed genes in patients with SS versus in HCs. **A** and **B**, The adjusted  $P$  value ( $P_{adj}$ ) threshold is .05 and  $\log_2$  fold change (FC) threshold is 0.45. **C**, Pathway analysis using significantly differentially expressed genes (up and down;  $P_{adj} < .05$ ) shared between patients with SS and patients with PG. **D**, Pathway analysis with differentially expressed genes unique to PG (up and down;  $P_{adj} < .05$ ;  $|FC| > 2$ ).

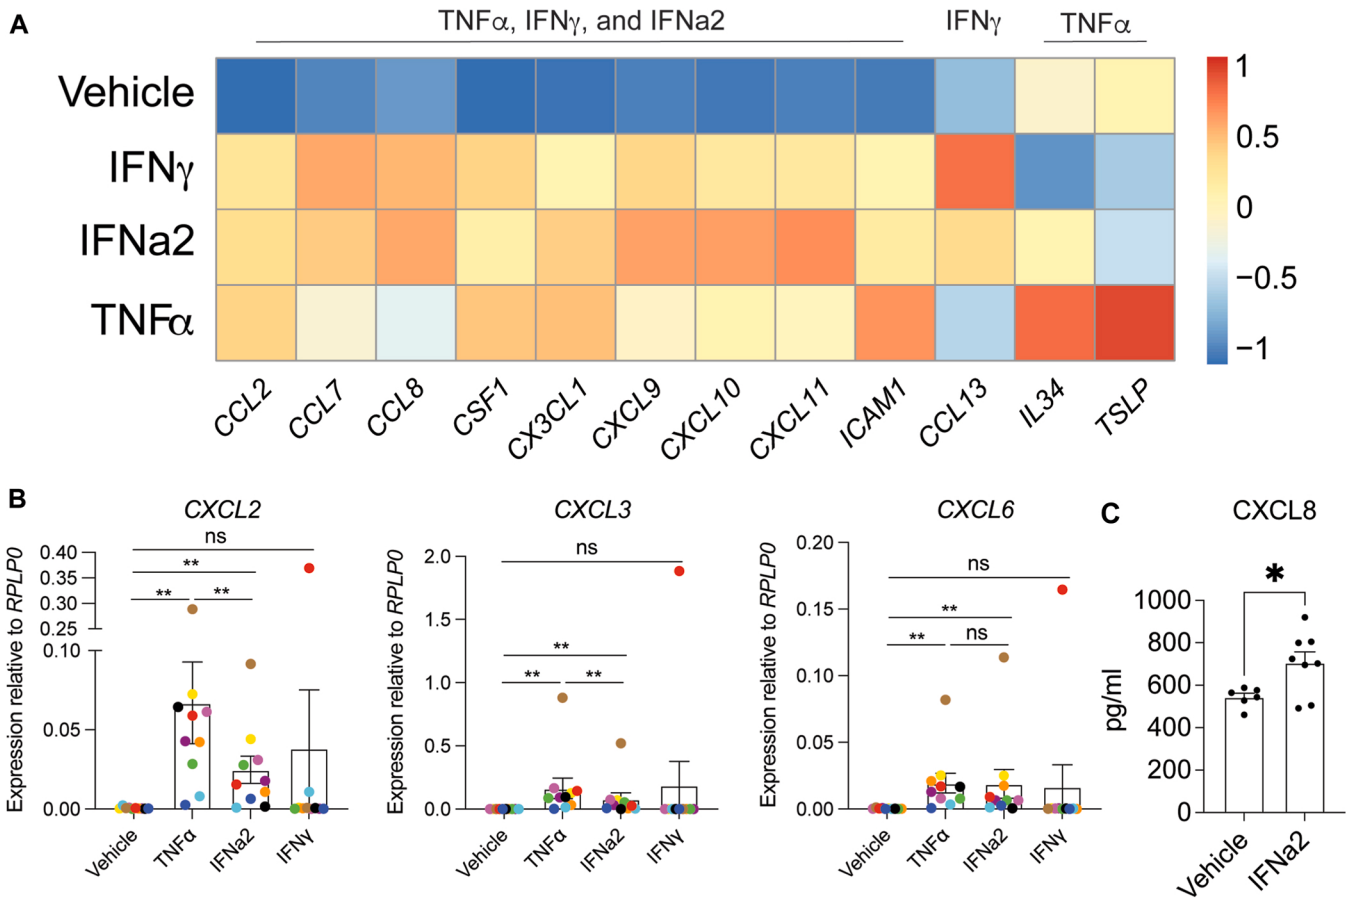

**FIG E5.** Bulk RNA-Seq of cultured primary human dermal fibroblasts. **A**, Select inflammatory mediator genes highly upregulated by TNF- $\alpha$ , IFN- $\gamma$ , and IFNa2; by IFN- $\gamma$  alone; or by TNF- $\alpha$  alone. **B**, qPCR gene expression of neutrophil chemokines. Each color represents a single donor. \*\* $P < .01$  using Wilcoxon matched pairs signed rank test. **C**, CXCL8 protein secretion measured by ELISA. \* $P < .05$  using an unpaired  $t$  test. Error bars represent SEMs. *Ns*, Not significant.

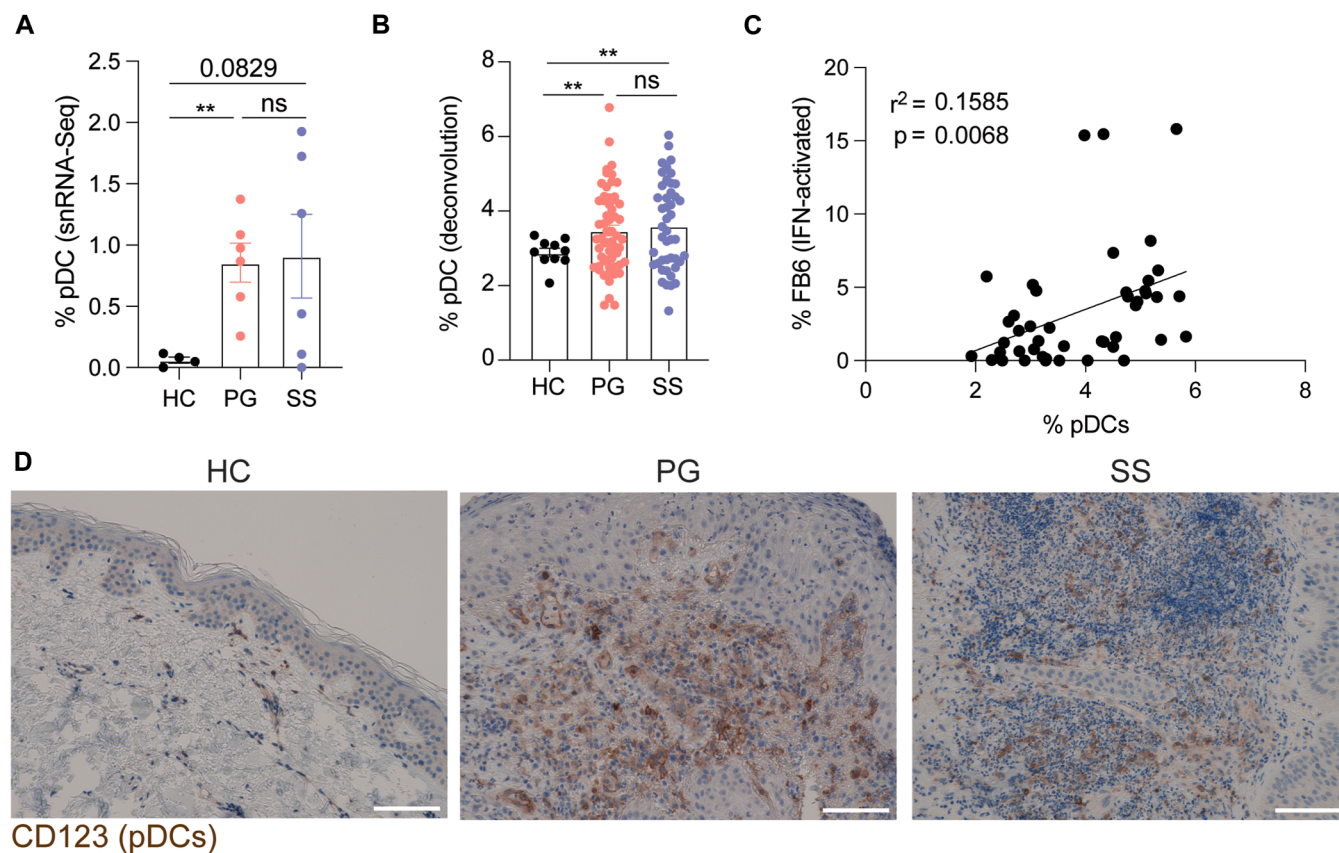

**FIG E6.** pDCs are enriched in neutrophilic dermatoses. **A**, snRNA-Seq quantification of pDC frequency of total cells. **B**, Machine learning-based deconvolution of bulk RNA-Seq using CIBERSORTx showing pDC frequency of total cells. **C**, Correlation between interferon-activated FB6 frequency and pDC frequency as determined by bulk RNA-Seq deconvolution. **D**, Representative CD123 staining that marks pDCs in HCs, patients with PG, and patients with SS. The experiment was conducted twice. Scale bar = 150  $\mu$ m. **\*\*** $P < .01$  using unpaired  $t$  tests. Error bars represent SEMs. *ns*, Not significant.

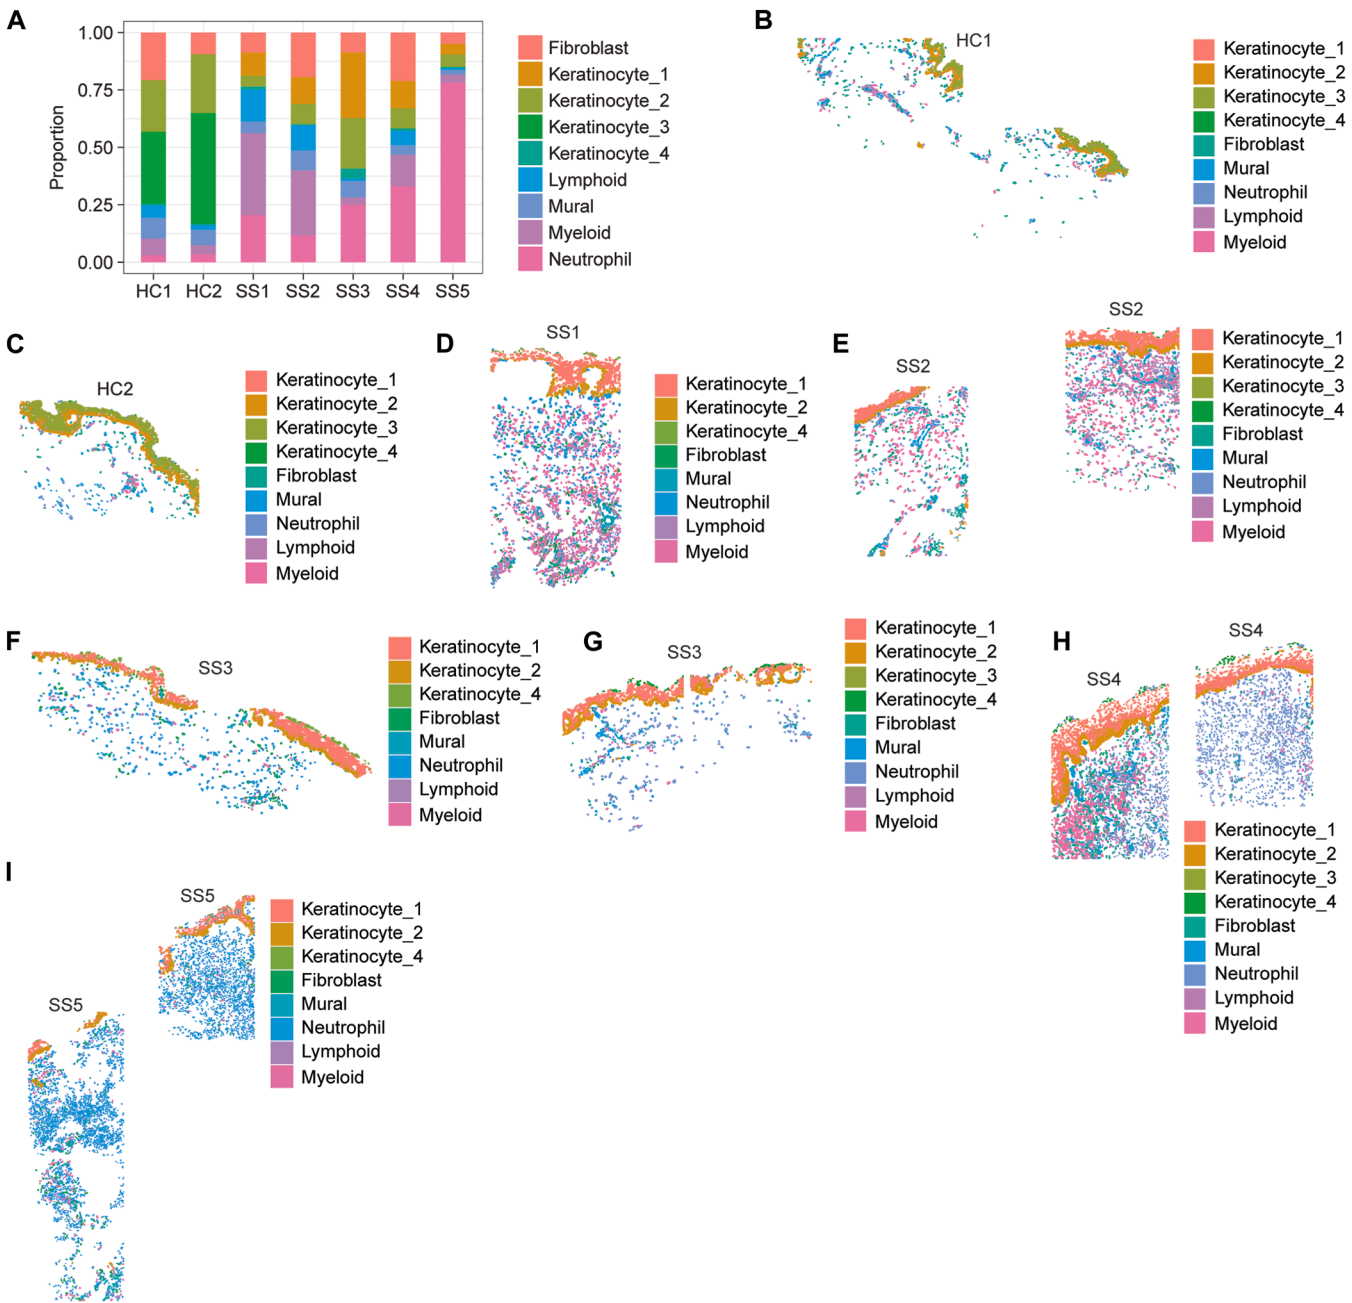

**FIG E7.** Subcellular resolution spatial transcriptomics of SS. **A**, Proportion of each cluster across patients. **B-I**, Clusters projected onto tissue sections for each patient.

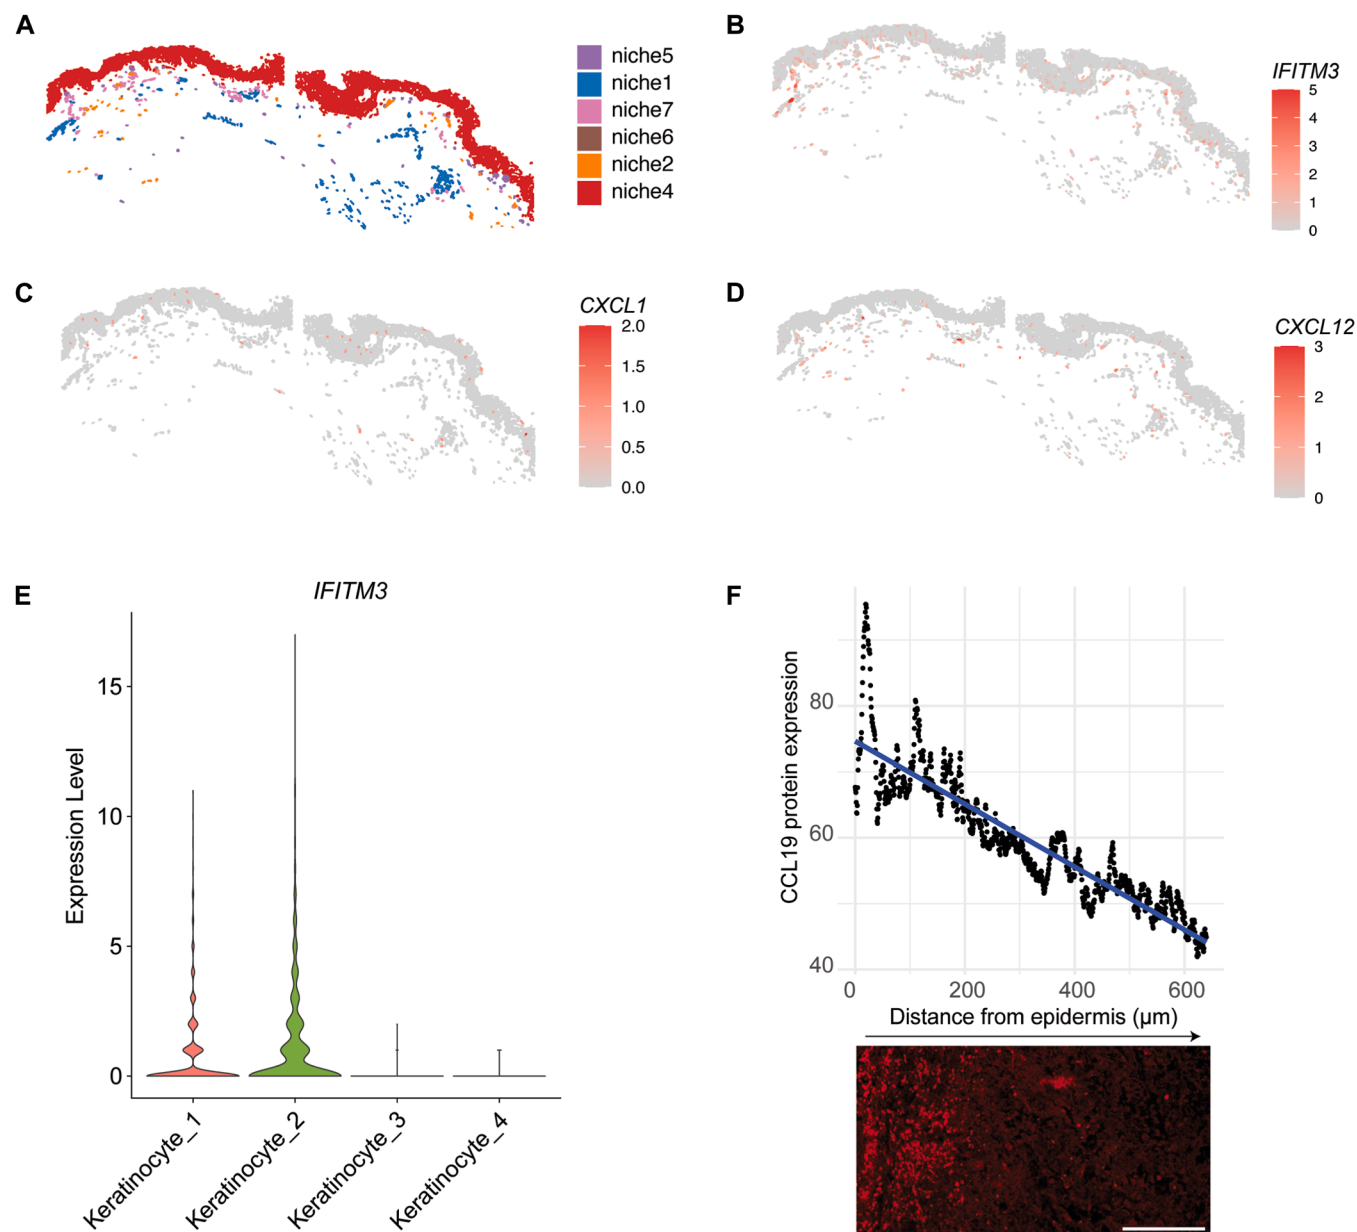

**FIG E8.** Spatial transcriptomic niche analysis of SS. **A**, Niche analysis projected onto HC tissue. **B-E**, Expression of interferon-induced gene *IFITM3* (**B**), *CXCL1* (**C**), and *CXCL12* (**D**) in HCs. **E**, Expression of *IFITM3* across keratinocyte subsets (includes both conditions). **F**, Representative protein immunostaining of CCL19 in SS (bottom) and quantification of expression as a function of distance from epidermis (top). The experiment was conducted twice. Scale bar = 150 μm.

How the deposited data were processed for this re-analysis (not part of the article)

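Bulk RNA-Seq of formalin-fixed, paraffin-embedded skin covered 45 SS, 58 PG and 10 HC samples, with 1 library per person made with a QuantSeq 3′ mRNA-Seq kit and sequenced on a NovaSeq instrument. The authors trimmed adaptors, aligned the reads to the hg38 genome with STAR, counted them on genes with HTSeq, and deposited the counts per gene and library without normalization. Their own tests were run with DESeq2, their pathway analysis with Metascape and their deconvolution with CIBERSORTx. The methods give no annotation, strand setting or treatment of reads with several mapping positions. The count table lists 28287 genes, of which 4558 are at 0 in every library, and no entry names anything but a gene. It sums to 210766459 counts. Of its entries, 20 repeat the counts of another entry with at least 20 counts, the largest being MT-RNR2, also listed as RNR2, with 0.696% of all counts. All 87 gene symbols named have a position in GENCODE v44, from which the coordinates and overlapping genes were taken.

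In 4588 of 18791 genes with a count in at least 20 libraries, at least 90% of the counts above 0 were multiples of a whole number above 1, up to 60, the largest tried. These genes hold 18.7% of all counts. The counts were used as deposited, and the counts of called genes, the gene lists, the marker scores, the correlation of the scores in SS and the genes named were recomputed with the counts of these genes divided by that number, an alternative chosen after the data were seen. The limit of detection of such a gene is 3 counts times its number. Counts vary at random even when nothing else changes, and the limits of detection cover this counting error only, whereas the SD and the bootstrap intervals include differences between people.

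The tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. Genes were filtered with edgeR's filterByExpr on the 3 groups (minimum count 10, minimum total 15), normalized by TMM and tested with glmQLFit and glmQLFTest in 1 fit of the 3 groups without covariates, as the paper states none. The SE of a log2 fold change is its size divided by the square root of the F statistic. Genes called in SS versus HC and in PG versus HC were sorted into those called in SS only, in PG only and in both, and SS was also compared directly with PG. As the same HC libraries serve both comparisons, 3 groups without any change, HC included, were simulated 20 times, each gene independently. Marker scores are means of TMM-normalized log2 CPM with a prior count of 2, compared by permutation of the labels (100000 resamples, or every arrangement where a group has fewer than 10 libraries and their number allows it), with bootstrap intervals from 2000 draws. Their p values were adjusted over 15 comparisons for the fibroblast subsets and over 3 for pDCs.

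The choices of test, comparison, gene list and alternative were made before the data were examined, apart from those said to be chosen later. Genes are named by a rule: every gene the paper names for the bulk RNA-Seq of skin, and in SS versus PG the 5 genes with the largest and the 5 with the smallest log2 fold change among those with an adjusted p under 0.05, a mean log2 CPM of at least 1 and the same sign in both library series. The lists of neutrophil degranulation (60 genes), extracellular matrix (59), type I interferon (40) and type II interferon (38) genes were written from general knowledge, and tested with camera (correlation 0.01), with camera under an estimated correlation and with fry. Their share among the genes called in SS only, in PG only and in both was tested with Fisher's exact test, 12 tests in all. The type I list shares no gene with the 11 interferon-stimulated genes or with the type II list, 4 of the 11 are the FB6 markers, IRF8 is both a pDC marker and in the type II list, and COL1A2 and DCN are both fibroblast markers and in the matrix list. Lists of 7 sweat gland and 6 pDC genes were added after the first results were seen. The score of 1 fibroblast subset, counted in the 15 comparisons, and 1 other added list are not reported here.

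The tests were checked on counts simulated with the means, dispersions and totals of the real libraries, in which 200 genes were changed in SS by 1.5 or 2 (log2) in either direction. Of these, edgeR recovered 178 in SS versus HC with 10 false calls and 198 in SS versus PG with 13, and DESeq2 recovered 185 with 19 and 198 with 16. The alternatives were DESeq2, DESeq2's size factors in edgeR, no filter, a stricter filter of 10 counts in at least 50% of the libraries, the library series as a covariate, each series alone, only the 2 compared groups in the fit, only the 98 libraries (8 HC, 52 PG and 38 SS) with at least 25% of the median total, the number of genes detected as a covariate, each HC library left out in turn, 20 draws of 45 PG libraries, and an added threshold of 0.45 on the absolute log2 fold change. For scores they were a prior count of 0.5, DESeq2-normalized counts, ranks, labels permuted within the library series, subtraction of the fibroblast markers, and NIBAN3 and CLEC4C only.

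The deconvolution and the pathway analysis were not repeated, since their single-nucleus reference and gene sets were not used here, and marker scores and gene lists stand in their place. The cultured fibroblasts, the snRNA-Seq and the spatial data of the paper were not analysed here. Library names served only to split the libraries into 2 series, and no trait of the donors other than their diagnosis was used.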

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

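The test of low totals in this part was chosen only after the result was seen. In a group of 10 libraries, a gap between the most extreme library and its neighbour, as a share of the whole range, above Dixon's 95% critical value marks a library far from the others. Of the 46 named genes and marker scores for which the HC libraries were looked at, 13 passed it, where chance alone gives 2.3. The gap was 0.713 of the range for EGFL7, 0.692 for IRF1, 0.641 for FLT4, 0.637 for SCGB1D2, 0.636 for SCGB2A2, 0.5675 for CD83, 0.564 for DCD, 0.555 for ACTA2, 0.554 for IFIT1, 0.545 for COL11A1, 0.487 for KRT14, 0.482 for TNF and 0.469 for IFI44L. The HC library with the lowest total, 302715 counts, was the extreme one for 10 of the 13, where 1.30 would fall to 1 of 10 libraries, and it was at 0 for 7 of these.

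A candidate explanation for the 10 values from that library is its low total. A count of 0 allows up to 3 counts, times the common factor, and at the median share of the other HC libraries it would hold 10.8 counts of IFIT1 and 9.12 of EGFL7, each with a common factor of 5, so counting error can give these 2 zeros. It would hold 5.84 of IRF1, 4.08 of CD83 and 4.34 of FLT4, not far above 3, and as these genes were picked for their extreme values, counting error stays open for their zeros. Counting error alone cannot give ACTA2, with 9 counts against 86.1, DCD, with 20 against 280.1, SCGB1D2, with 0 against 12.7, SCGB2A2, with 0 against 49.4, and IFI44L, with 55 against 9.21. For IFIT1, EGFL7, IRF1, CD83 and FLT4, counting error and a different sample of skin cannot be told apart. For ACTA2, DCD, SCGB1D2, SCGB2A2 and IFI44L, counting error is ruled out as the only cause. Any other effect of a low total cannot be separated there from a different sample, since only 1 HC library has so low a total. No biological explanation was tested. The other 3 genes had TNF at 0 counts against 1.57 in an HC library of 476249 counts, COL11A1 at 25 against 1.05 in one of 444927, and KRT14 at 2502 against 1738 in one of 1814898.

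Leaving out the HC library concerned changed 1 call among the 26 comparisons of these 13 genes with HC. COL11A1 in SS versus HC rose from 1.80 (edgeR adjusted p = 0.106) to 2.81 (adjusted p = 0.0179), and in PG versus HC from 4.29 to 5.297. Of the signs, 1 changed, that of IFIT1 in PG versus HC, from 0.02 to -0.13.

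Genes that the paper does not name in its text were higher in PG than in HC. Its snRNA-Seq did place more B cells and plasma cells in PG than in SS or HC. The fitted log2 fold changes were 8.95 for SPRR3, 6.94 for FCRL5, 5.29 for CD79A and 5.11 for MS4A1 (edgeR adjusted p = 2.9e-05, 4.7e-05, 1.3e-04 and 1.2e-05). All HC libraries were at or under the limit of detection for SPRR3, FCRL5 and CD79A, so their fitted values depend on the prior count. Against that limit, SPRR3 was at least 13.5-fold higher, CD79A at least 2.92-fold and FCRL5 at least 2.4995-fold higher in PG. In SS, the mean was 6.81 CPM for SPRR3, 0.350 for FCRL5, 0.954 for CD79A and 3.99 for MS4A1, against 89.5, 8.25, 19.3 and 46.1 in PG.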

How the results depend on the processing

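All alternatives but the counts divided by their common factor were set in advance, and none of the tests in this part was chosen after its result was seen. Of the values that the counts of genes and libraries took under the alternatives, all but 10 stayed within 1.5 times the reported count, and the 80 values with 1 HC library left out all stayed within it. The second library series alone, with 37 libraries, called 4253 genes in SS versus HC, 4423 in PG versus HC, 192 in SS versus PG, 3432 in both and 821 in SS only, and 13 of its 15 SS libraries lay above the PG mean of the FB6 marker score. The first series alone called 335 genes in SS only and 3 of the 11 interferon-stimulated genes in SS versus PG, and 18 of its 30 SS libraries lay above the PG mean. Without a filter, 790 genes were called in SS only. These counts come from fewer libraries or more genes, and other causes were not tested. Over the alternatives the calls ranged from 4253 to 8490 in SS versus HC, from 4423 to 9740 in PG versus HC and from 192 to 1700 in SS versus PG.

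For the gene lists, 30 of 35 values kept their direction and side of the threshold. The type I interferon list did not pass the threshold under fry (p = 0.0842), with an estimated correlation (0.281) or in the first series (camera p = 0.237). The type II list, not called over all libraries, was lower in SS in the first series (camera p = 0.0306) and turned to higher in the second (1.7e-04), and the cause was not tested.

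Among the values of the marker scores, 12 became weaker, 1 stronger and 3 reversed, while the others and all 10 of the correlation kept direction and side. Subtracting the fibroblast markers reversed FB4 in SS versus HC (0.30), and FB5 in SS versus HC (0.049) and in SS versus PG (0.69). In the second series, FB5 in PG versus HC (-0.60), FB6 in PG versus HC (1.07) and pDC in PG versus HC (0.78), SS versus HC (0.55) and SS versus PG (-0.24) no longer passed, and FB4 in SS versus HC (-1.06) did. In the first, FB4 in PG versus HC (0.85), FB6 in SS versus PG (0.57) and pDC in SS versus HC (0.56) no longer passed. Among libraries with at least 25% of the median total, neither FB6 in SS versus PG (0.42) nor pDC in SS versus HC (0.42) passed. On DESeq2-normalized counts, pDC in SS versus HC (0.53) and in SS versus PG (-0.37) did not pass. The series hold fewer libraries, and otherwise the cause was not tested.

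With all HC libraries kept, 1442 of 1513 log2 fold changes of named genes kept direction and side, 42 became weaker, 8 stronger and 21 reversed. IFIT1 in PG versus HC, near 0, turned negative with DESeq2 (-0.042), DESeq2's size factors (-0.081), no filter (-0.015), the stricter filter (-0.028), 2 groups in the fit (-0.016), the second series (-0.15), the deeper libraries (-0.15) and, chosen after the data were seen, divided counts (-0.086). With 1 HC library left out it ranged from -0.13 to 0.094. In the second series, SS versus PG reversed for IRF1 (0.36), GBP5 (0.54), IL1A (0.73), IL1B (7.7e-04), IL6 (0.010), CXCL3 (0.47), CXCL6 (0.56) and CSF3 (0.53), and SS versus HC for COL11A1 (-0.035), IGLL5 (-0.28) and EGFL7 (0.075), the last also in PG versus HC (0.37). Leaving out 1 HC library moved 10 of the 118 log2 fold changes by more than 1.5 times in fold, those of COL11A1, CXCL1, CXCL8, IGLL5 and S100A8 in SS and in PG versus HC. FLT4 in SS versus HC reversed in the first series (0.056). The cause of these was not tested. No paired analysis was possible because each person gave 1 library. Depth limits the genes with few counts in HC. For a part of them lower bounds are given, for SPRR3, FCRL5 and CD79A beside the fitted values.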

Differences from the paper's values

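The tests in this part were all chosen before their results were seen, except where stated. For a log2 fold change, a gap was called closed under a simple rule. The value had to lie within 1 SE of the main fit from the paper's value, with the same sign. A small move across that limit closes a gap by this rule, so it does not by itself account for the difference. In SS versus PG, the paper gives 10 of the 11 interferon-stimulated genes as increased, without saying whether this counts direction or a test. Here 6 had an adjusted p under 0.05, with counts from 3 to 6 under the alternatives set before the data were examined, so as a count of tests none of them closed the gap. As a count of direction, 9 of the 11 had a positive log2 fold change, which is within 1.5 times of the paper's 10, and all 11 did in the second library series alone.

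The log2 fold change of S100A8 in PG versus HC was 6.11 against about 5.5 in Fig E4, read by eye from the paper. Of the alternatives set before the data were examined, the first library series alone (5.51) and the libraries with at least 25% of the median total (5.86) closed this gap and the others did not. In SS versus HC it was 5.89 against the paper's about 5.4 in Fig E4, read by eye. That gap closed with DESeq2 (5.80), with DESeq2's size factors in edgeR (5.80), in the first series (5.24), in the deeper libraries (5.69) and with the number of genes detected as a covariate (5.83), and also with the divided counts (5.82), an alternative chosen after seeing the values. It also closed in 6 of the 10 alternatives that leave out 1 HC library, and under none of the rest.

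For COL11A1 in PG versus HC the log2 fold change was 4.29 against about 3.2 in Fig E4, read by eye from the paper. DESeq2 (3.82), DESeq2's size factors in edgeR (4.21), the first series (3.62) and the number of genes detected as a covariate (3.98) closed the gap, as did 5 of the 10 alternatives that leave out 1 HC library, and the others did not. The value of 4.21 hardly moved, and it passed because 4.29 lay just over 1 SE (1.02) from the paper's value. In SS versus HC it was 1.80 against the paper's about 0.4 in Fig E4, read by eye, and of the alternatives set before the data were examined DESeq2 (1.21) closed the gap. The second series alone gave -0.035, of the other sign but less than 1 SE (0.95) from the paper's value, and the other alternatives lay farther off than that.

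IGLL5 in SS versus HC had a log2 fold change of 1.73 against about 3 in Fig 3, B, read by eye from the paper. The library series as a covariate (1.86) and the first series alone (3.39) closed the gap, as did 2 of the 10 alternatives that leave out 1 HC library, and the other alternatives set before the data were examined did not. The value of 1.86 hardly moved, and it passed because 1.73 lay just over 1 SE (1.17) from the paper's value.

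Some statements of the paper differ in direction or in call. For FB5 and pDCs, the values here are marker scores of the whole skin sample and not the cell frequencies of the paper. They therefore do not test those frequencies. The paper reports papillary FB5 as higher in PG, and the FB5 marker score was lower in PG than in HC by a difference of -0.65, with a negative sign under every alternative of that comparison. The paper reports more plasma cells in neutrophilic dermatoses, and the plasma cell marker IGLL5 was called in PG but not in SS versus HC (edgeR adjusted p = 0.219). The paper finds no difference in pDC frequency between SS and PG, and the pDC marker score was lower in SS (difference -0.33, adjusted permutation p = 0.0385). On DESeq2-normalized counts and in the second series alone, that difference did not pass the threshold. IL17A, which the paper reports as not upregulated in either disease, was not tested here because of its low counts. DESeq2 called it in PG versus HC (adjusted p = 0.0253) and not in SS versus HC (adjusted p = 0.567), as did edgeR without the filter (adjusted p = 9.4e-04 in PG and 0.0623 in SS).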

Other observations

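In this part, the tests of sweat glands, the pDC genes, the epidermis, the depth of the FB6 libraries, both types of interferon, the common factor and the X and Y genes were chosen only after the results were seen.

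The real groups were set against 99 random splits of the same libraries into groups of the same sizes. Of the 100 splits, 1 gave as many genes as the real one in SS versus HC (highest other 1467), 1 in PG versus HC (highest other 880) and 1 in SS versus PG (highest other 195), the real split in each case. In SS versus HC, 1 split called as many of the 11 interferon-stimulated genes (highest other 3), and in SS versus PG 1 did (highest other 1). The neutrophil list gave as small a camera p in 3 of 100 splits in SS versus HC and in 3 of 100 in PG versus HC, and the matrix list in 1 of 100 in SS versus PG (smallest other p = 2.7e-23). The type I interferon list did so in 33 of 100 splits and the type II list in 99, so the camera p of these lists in SS versus PG is not rare among random groups.

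When SS and PG labels were exchanged at random, 54 of 100 splits gave as many genes called in SS only (median of the others 542, from 231 to 987), 100 as many called in both (from 6605 to 7012 in the others) and 1 as many called in PG only (median of the others 597, highest 1150). The number of genes called in SS only is therefore what random groups of these sizes give, and that of the genes called in PG only is larger. With 45 PG libraries drawn at random 20 times, the median count of genes called in PG only was 1312.5 (from 1150 to 1423), so the larger PG group alone does not account for it.

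The interferon difference between SS and PG was set against the library series and depth. The median log2 fold change of the 11 genes was 0.62 in the first series, and 5 of the 11 were called among libraries with at least 25% of the median total, so neither the split into series nor the library depth accounts for all of it. Over all genes, no interaction of SS versus PG with the series passed an adjusted p of 0.05, with 1521 of 14536 at an unadjusted p under 0.05. The FB6 score rose with the total count in PG and not in SS, was lower in shallow PG libraries and higher in shallow SS libraries, and its difference fell to 0.42 without them (permutation p = 0.128), so its size may depend on the 7 SS and 6 PG libraries under that limit. The log2 total count did not differ between SS and PG (-0.07, permutation p = 0.754), which argues against unequal mean depth as the source. A part of library depth in the FB6 difference still cannot be told apart from a difference between the diseases. The reason is that the trends with depth have opposite signs in SS and PG. The share of epidermis stays open too, since the FB6 score minus the keratinocyte marker score differed by 0.60 (permutation p = 0.104) and the keratinocyte score alone by 0.23 (permutation p = 0.354).

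The type I interferon list was set against the type II list to ask whether a response to both types could explain it. The difference between SS and PG of the type I score minus the type II score was 0.30 (permutation p = 0.00335). It was 0.27 in the first series (permutation p = 0.0212) and 0.34 in the second (permutation p = 0.0988). A shared response would leave it at 0 only if both lists responded by the same amount, which was not tested. The type I score alone differed by 0.24 (permutation p = 0.159) and the type II score by -0.06 (permutation p = 0.754). In the first series the type I score differed by 0.05 (permutation p = 0.801) and the type II score by -0.22 (permutation p = 0.328). In the second they differed by 0.65 (permutation p = 0.0390) and 0.30 (permutation p = 0.415). The value of the first series thus came mostly from a lower type II score. A shift toward type I relative to type II responses in SS may remain after this, as a hypothesis found and tested on the same libraries.

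NIBAN3, used as a pDC marker, was lower in SS than in PG, and 6 other pDC genes were listed to be set beside it. Of the 6, LILRA4, SMPD3 and TCF4 were tested and were lower in SS with a median log2 fold change of -0.36 (camera p = 0.0605, estimated correlation p = 0.0935, fry p = 0.00261).

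Sweat gland genes (SCGB1D2, SCGB2A2, CA6 and DCD) were higher in SS than in PG, and more sweat gland tissue in the SS samples is a candidate explanation. Of 7 other sweat gland genes, all tested, 7 were higher in SS and 6 were called, the exception being AQP5 (camera p = 1.0e-07, fry p = 1.1e-07, estimated correlation p = 0.00248). The most abundant were MUCL1 (mean log2 CPM 6.88) and KRT77 (4.47). Their score differed by 0.94 between SS and PG, by -2.31 between SS and HC and by -3.24 between PG and HC, each with a permutation p of 1e-05, the smallest that these permutations can give. Within the series, SS exceeded PG by 1.09 in the first and by 0.63 in the second (permutation p = 0.0523). Whether this reflects the disease or the depth and site of sampling was not tested.

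The whole numbers that divide the counts of many genes may come from counting a read once for each transcript of its gene. Of 4453 such genes in RefSeq, 3432 (77.1%) have a number equal to that of their curated transcripts, against 25.8% on average over 1000 shufflings. Among genes with 1 transcript, 5 of 7052 have such a number, and among those with at least 2 transcripts 4448 of 10904 (40.8%). Dividing by it left 6822 genes called in SS versus HC, 7595 in PG versus HC and 1334 in SS versus PG, with 11 and 6 of the 11 interferon-stimulated genes called in SS versus HC and SS versus PG.

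All 17 genes annotated on both the X and the Y chromosome are listed at 0 or 1 counts over all libraries, IL3RA among them, against 20.3% of 804 other X genes and 7.50% of 18151 autosomal genes. Dropping every read with more than 1 mapping position could explain this only if it also emptied other repeated genes, and SMN1 and SMN2 hold 542 counts each. That all 17 are listed, with 1 count for CD99, argues against an annotation in counting that leaves them out. How the list of genes was made is not stated, and this explanation was not tested further.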
